# Trabectedin triggers direct and NK-mediated cytotoxicity in multiple myeloma

**DOI:** 10.1186/s13045-019-0714-9

**Published:** 2019-03-21

**Authors:** Maria Cucè, Maria Eugenia Gallo Cantafio, Maria Anna Siciliano, Caterina Riillo, Daniele Caracciolo, Francesca Scionti, Nicoletta Staropoli, Valeria Zuccalà, Lorenza Maltese, Anna Di Vito, Katia Grillone, Vito Barbieri, Mariamena Arbitrio, Maria Teresa Di Martino, Marco Rossi, Nicola Amodio, Pierosandro Tagliaferri, Pierfrancesco Tassone, Cirino Botta

**Keywords:** Myeloma, 3D-models, Natural killer, Micro-RNAs, Trabectedin

## Abstract

**Background:**

Genomic instability is a feature of multiple myeloma (MM), and impairment in DNA damaging response (DDR) has an established role in disease pathobiology. Indeed, a deregulation of DNA repair pathways may contribute to genomic instability, to the establishment of drug resistance to genotoxic agents, and to the escape from immune surveillance. On these bases, we evaluated the role of different DDR pathways in MM and investigated, for the first time, the direct and immune-mediated anti-MM activity of the nucleotide excision repair (NER)-dependent agent trabectedin.

**Methods:**

Gene-expression profiling (GEP) was carried out with HTA2.0 Affymetrix array. Evaluation of apoptosis, cell cycle, and changes in cytokine production and release have been performed in 2D and 3D Matrigel-spheroid models through flow cytometry on MM cell lines and patients-derived primary MM cells exposed to increasing nanomolar concentrations of trabectedin. DNA-damage response has been evaluated through Western blot, immunofluorescence, and DNA fragmentation assay. Trabectedin-induced activation of NK has been assessed by CD107a degranulation. miRNAs quantification has been done through RT-PCR.

**Results:**

By comparing GEP meta-analysis of normal and MM plasma cells (PCs), we observed an enrichment in DNA NER genes in poor prognosis MM. Trabectedin triggered apoptosis in primary MM cells and MM cell lines in both 2D and 3D in vitro assays. Moreover, trabectedin induced DDR activation, cellular stress with ROS production, and cell cycle arrest. Additionally, a significant reduction of MCP1 cytokine and VEGF-A in U266-monocytes co-cultures was observed, confirming the impairment of MM-promoting *milieu*. Drug-induced cell stress in MM cells led to upregulation of NK activating receptors ligands (i.e., NKG2D), which translated into increased NK activation and degranulation. Mechanistically, this effect was linked to trabectedin-induced inhibition of NKG2D-ligands negative regulators IRF4 and IKZF1, as well as to miR-17 family downregulation in MM cells.

**Conclusions:**

Taken together, our findings indicate a pleiotropic activity of NER-targeting agent trabectedin, which appears a promising candidate for novel anti-MM therapeutic strategies.

**Electronic supplementary material:**

The online version of this article (10.1186/s13045-019-0714-9) contains supplementary material, which is available to authorized users.

## Background

Multiple myeloma (MM) is still an incurable hematologic malignancy characterized by clonal proliferation of malignant plasma cells (PCs) within the bone marrow (BM). Current MM therapy includes triple- or double-drug combination, based on proteasome inhibitors (PIs) and/or immune-modulatory drugs (IMiDs) *plus* dexamethasone, with or without chemotherapeutic agents [1]. Autologous stem cell transplant is reserved to selected patients as consolidation following induction treatment. However, despite recent advancements that significantly improved clinical outcome, patients invariably progress to drug resistance.

DNA repair mechanisms have a crucial role for the maintenance of the genome integrity, and their activation is fine tuned to resolve specific DNA damages. Currently, at least seven DNA repair active systems have been described in MM as protection from different DNA lesions [2]. Specifically, base excision repair (BER), nucleotide excision repair (NER), and mismatch repair (MMR) pathways are involved in the repair of single-strand DNA damages; homologous recombination (HR), classical non-homologous end joining (c-NHEJ), and alternative NHEJ (a-NHEJ) pathways are conversely involved in double-strand breaks (DSBs), while Fanconi anemia pathway (together with NER and HR) is involved in the repair of interstrand crosslinks [2, 3]. Dysregulation of these systems has been found to promote tumor progression, cell survival, and development of drug resistance [2–4]. Furthermore, activation of DNA damage response (DDR) has been involved in the upregulation of ligands for activating receptors of natural killer (NK) lymphocytes. Indeed, besides participating in cell cycle control and induction of apoptosis, DDR works as a sensor for cellular stress or transformation, inducing recognition by the immune system [5, 6].

Genomic instability is a major hallmark of MM and most of the drugs currently used in the treatment of MM have direct genotoxic activity (i.e., melphalan, doxorubicin, cyclophosphamide) or interfere with the DNA repair machinery (PIs or IMiDs) [2]. Accordingly, these drugs have been reported to trigger the expression of DNAM-1 and NKG2D ligands on MM cells and to induce NK cells activation [7, 8].

Herein, the expression and prognostic relevance of genes of DNA repair pathways in MM has been investigated. Since overexpression of NER pathway has been found, evaluation of the direct and immune-mediated anti-MM activity of the NER-targeting agent trabectedin in 2D and 3D experimental models of MM has been performed.

## Methods

### Cell lines, MM primary cells, and drugs

Multiple myeloma cell lines were cultured at 37 °C with 5% CO_2_. AMO-1, U266, and NCI-H929, SKMM1 were purchased from DSMZ (Braunschweig, Germany). AMO-BZB and AMO-CFZ were kindly provided by Dr. Christoph Driessen (Eberhand Karls University, Tübingen Germany), MM1S and RPMI-8226 were purchased from ATCC (Manassas, VA, USA), and OPM2 and RPMI-8226 DOX40 were kindly provided by Dr. K.C. Anderson (Dana-Farber Cancer Institute, Harvard Medical School, Boston, MA, USA). All these cells were cultured in RPMI-1640 medium (Gibco, Life Technologies) supplemented with 10% heat-inactivated fetal bovine serum (FBS) and 100 U/mL penicillin, and 100 μg/mL streptomycin (GIBCO; Thermo Fischer, Carlsbad, CA). U266 and U266 LR7 (kindly provided by Dr. A. Pandiella, Instituto de Biología Molecular y Celular del Cáncer, CSIC-Universidad de Salamanca, Salamanca, Spain) were cultured in RPMI-1640 with 20% FBS and 100 U/mL penicillin, and 100 μg/mL streptomycin. JJN3 were purchased from DSMZ and were cultured in Dulbecco’s modified Eagle medium supplemented with 20% FBS and 100 U/mL penicillin, and 100 μg/mL streptomycin.

NK-92 CI were obtained from NantKwest (Dr. Kerry S. Campbell) and cultured in alpha-MEM medium with ribonucleosides and deoxyribonucleosides (Gibco, Thermo Scientific) supplemented with 10% horse serum, 10% FBS, 0.2 mM myo-inositol (Sigma), 2 mM l-glutamine, 0.1 mM β-mercaptoethanol (Sigma), 0.002 mM folic acid (Fisher Scientific), 1x NEAA (Gibco, Thermo Scientific), 1 mM Na pyruvate (Gibco, Thermo Scientific), 100 U/mL penicillin, and 100 μg/mL streptomycin (Life Technologies) and 100 IU/mL of recombinant human IL-2 (IL-2 improved sequence, Miltenyi).

Primary MM cells were immune-magnetically sorted by using CD138 MicroBeads (MACS, Miltenyi, according to producers’ guidelines) from leftover samples of three MM patients’ bone marrow aspirates after all diagnostic procedures. All patients had provided the informed consent according to institutional bioethical standards, and all the samples have been anonymized before use (institutional approval n. 120/2015, within the project Innovative immunotherapeutic treatments of human cancer, MultiUnit—Multi Unit Regional n.16695).

Human monocytes were obtained by immune magnetical separation from healthy donor peripheral blood mononuclear cells (PBMCs) after Ficoll-Paque density-gradient separation. Specifically, BD IMag™ anti-human CD14 magnetic particles were used for positive selection of CD14^+^ monocytes according to producers’ guidelines.

Ascorbic acid, as antioxidant agent, was purchased from Sigma-Aldrich (Saint Louis, USA).

Trabectedin (PharmaMar, Madrid, Spain) was reconstituted in DMSO.

### Virus generation and transduction of MM cells

MM cells stably expressing miR-17-92 cluster have been gently provided by Dr. E. Morelli. These cells have been obtained by using a PMIRH17-92PA-1 lenti-vector (System Biosciences, Palo Alto, CA, USA) through a methodology already described elsewhere [9, 10]. Briefly, packaging of the miR-17-92 cluster constructs in pseudoviral particles was performed in 293Ta cells using the Lenti-Pac FIV Expression Packaging Kit (FPKLvTR-20), according to the manufacturer’s instructions (Genecopoeia, Rockville, MD, USA). After transfection of 293 T cells, supernatants containing miR-17-92 lentivirus were collected at 8-h intervals, filtered, and used for two rounds of transduction of U266 cells (1 × 10^6^) in the presence of 8 mg/mL of polybrene (Sigma-Aldrich). Two days after transduction, selection with 1 μg/ml puromycin for 3 days was performed to achieve almost 100% transduced cells. Empty lentivirus transduced cells were used as a control for the experiments.

### Apoptosis evaluation

MM cells (2 × 10^5^) were treated with dose escalation of trabectedin (0-0.1-0.25-0.5-1-2.5 nM) and analyzed for apoptosis after 24, 48, and 72 h through Annexin V/7-AAD flow cytometry assay (Becton Dickinson). All experiments have been performed at least three times. Primary MM cells were exposed to 2.5 nM of Trabectedin and apoptosis was evaluated after 24 h. Apoptosis was further investigated at molecular level, analyzing the cleaved/total levels of caspase 3 and PARP by Western blot.

### Cell cycle analysis

U266 and MM1S (1X10^6^) were cultured in the presence of trabectedin (1 nM and 0.1 nM, respectively) in 6-wells plate for 48 h. Cells were then collected and washed twice with PBS 1X. Subsequently, 1 mL of 70% ice cold ethanol for each sample was added. Cells were stored at − 20 °C until used and then centrifuged and washed twice with PBS 1X. Cells were then resuspended in 1 mL of PI staining solution (100 μg/mL of ribonuclease A, 50 μg/mL of propidium iodide, and 0.01% of NP-40) and incubated for 1 h at room temperature, in the dark. Analysis was performed with flow cytometer and repeated three times.

### 3D model

We established a 3D in vitro model of MM cell lines alone or in the presence of human monocytes using Matrigel® matrix (Corning). Briefly, 1 × 10^5^ MM cells (U266, OPM2, MM1S) alone or in co-culture with 0.5 × 10^5^ CD14+ monocytes (2:1 MM/monocytes ratio) were resuspended in ice-cold matrigel and a matrigel drop of 35 μL was placed in 24-wells plate coated with a sterile parafilm dish to form a Matrigel-spheroid. After 30 min of incubation at 37 °C, 500 μL of medium with different concentrations of trabectedin was added to each well and the spheroids were incubated for 72 h. Matrigel-spheroids were then resuspended in Dispase (Sigma-Aldrich) and the recovered cells were stained with annexin-V/ 7AAD for analyzing apoptosis induction by flow-cytometry. Supernatants were collected to analyze cytokines expression. Alternatively, Matrigel-spheroids were stored for immunohistochemistry evaluation. All experiments have been performed at least three times.

### Immunohistochemistry

Matrigel-spheroids of either tumor cells alone or co-cultured with CD14^+^ monocytes isolated from healthy donors were fixed in 0.3% glutaraldehyde, then in 4.21% formaldehyde, and subsequently paraffin-embedded. Serial section of 4-μm-thick were cut and mounted on acid-cleaned glass slides, which were dewaxed with xylene, and processed for hematoxylin-eosin staining and immunohistochemistry.

Slides were incubated overnight at 4 °C with anti-g-H2ax monoclonal antibody (Cell Signaling) and anti-cleaved caspase 3 (Santa Cruz Technologies) primary antibodies, washed with PBS three times and incubated with appropriate chromogen-conjugated secondary antibody for 1 h at room temperature. After washings using PBS, samples were observed by an optical microscope and images were acquired.

### Single-cell gel electrophoresis (Comet) assay

Comet assay (Trevigen) was performed according to manufacturer’s instructions. Briefly, cells were harvested (1 × 10^5^ cells per pellet), mixed with 200 mL low-melting agarose, and layered onto agarose-coated glass slides. The slides were immersed in lysis solution, and then placed into a horizontal electrophoresis apparatus filled with fresh alkaline or neutral electrophoresis buffer. After electrophoresis (30 min at 1 V/cm tank length), air-dried and neutralized slides were stained with Dapi and kept in a moist chamber in the dark at 4 °C. Images were acquired at × 63 oil immersion with an SP2 Leica Zeiss confocal laser-scanning microscope.

### Mitochondrial membrane potential and ROS/superoxide analysis

MM cells (5 × 10^5^) were seeded in 12-wells plate and were incubated for 24 h, untreated or treated with sub-lethal doses of trabectedin (depending on cell line), in the presence or absence of ascorbic acid (25 μM), as antioxidant agent. Trabectedin-induced changes in the production of mitochondrial membrane potential (MMP) and radical oxygen species (ROS) were evaluated by MitoScreen assay (Becton Dickinson) and Total ROS/Superoxides Detection kit (ENZO Life Sciences) respectively, by flow cytometry according to producer’s guidelines.

### Flow cytometry and degranulation assay

The expression of the NKG2D and DNAM-1 ligands on different MM cells was evaluated, after 48 h of culture in the presence of trabectedin, by using fluorochrome-conjugated antibodies against MIC-A/B (Becton Dickinson), ULBP 1 (R&D Systems), ULBP 2-5-6 (R&D Systems), PVR (R&D Systems), and NECTIN-2 (Becton Dickinson) according to producer’s guidelines.

NK cell degranulation was evaluated using the CD107a staining. Specifically, trabectedin-treated MM cell lines were washed twice in complete medium and incubated with NK-92 CI cell line at effector/target (E:T) ratio of 1:1, in a U-bottom 96-well plate in complete medium at 37 °C and 5% CO_2_ in the presence of anti-CD107a/PE (Becton Dickinson) for 2 h. Cells were then stained with anti-CD3/PcP and anti-CD56/APC to identify NK cell population. NK cells positive for CD107a were considered as degranulating/activated cells able to induce cytotoxicity.

All experiments were acquired by an ATTUNE Nxt (Thermo Scientific) flow cytometer. For each sample, at least 1 × 10^4^ events in the gate of interest were acquired.

### RNA extraction and quantitative real-time-PCR

Total RNA from MM cells was prepared with TRIzol® Reagent (Life Technologies) according to manufacturer’s instructions. The integrity and quantity of total RNA was assessed using the NanoDrop Spectrophotometer (Thermo Scientific). The single-tube TaqMan miRNA assay (Life Technologies) was used to detect and quantify mature miR-17, miR-18a, miR-19a, miR-19b, miR-20a, miR-92a, performing a real-time polymerase chain reaction (RT-PCR) using TaqMan®Fast Universal PCR Master Mix on a ViiA7 RT reader (Life Technologies). MiRNAs expression was normalized on the RNU44 snoRNA (Life Technologies). Comparative RT–PCR was performed in triplicate, including no-template controls. Relative expression was calculated by using the ∆∆-cycle threshold (CT) method [11].

### Gene-expression profiling

U226 MM cells (3 × 10^6^), obtained from two different experiments, were treated with PBS or 2.5 μM of trabectedin for 24 h. Gene expression profiling was performed as described elsewhere [12]. Briefly, total RNA (tRNA) was extracted through column purification with RNeasy kit (Qiagen, Hilden, Germany). A total of 300 ng RNA was used as starting material for preparing the hybridization target by using the Ambion® WT Expression Kit (Ambion, Life Technologies). The integrity, quality, and quantity of tRNA were assessed by the Agilent Bioanalyzer 2100 (Agilent Technologies, Santa Clara, CA) and NanoDrop 1000 Spectrophotometer (Thermo Scientific, Wilmington, DE). The amplification of cRNA, the cleanup, and the fragmentation were performed according to the Affymetrix’s procedures. Microarray data were generated by Human transcriptom array 2.0 ST (Affymetrix Inc., Santa Clara, Ca). Arrays were scanned with an Affymetrix GeneChip Scanner 3000. Raw data produced by the Affymetrix Platform (i.e., CEL files) were processed and RMA normalized using Affymetrix Expression Console (EC). Data set has been deposited under the GEO accession number GSE128020.

### Gene set enrichment analysis and gene ontology

We used the gene set enrichment analysis (GSEA) [13] tool to enrich the target pathways with statistically significant differences between trabectedin treated versus untreated cells. Indeed, given a specific gene expression profile sorted by the expression ratio between the two conditions, the target pathway is considered significantly enriched if members are enriched in the top (up-regulated) or bottom (down-regulated) region of the profile. GSEA software then calculates an enrichment score (ES) by using a Kolmogorov-Smirnov test, to measure the degree to which the pathway is enriched in the top-ranked or bottom-ranked region of the profile. Next, ES is normalized (NES) according to the number of genes belonging to the pathways, in order to make comparable pathways with different size. Of note, this process takes into account the contribution of all genes included into the analysis, including those with minimum fold change. GSEA analysis parameters have been set as follows: number of permutations: 1000; permutation type: gene_set; metric for ranking genes: log2 ratio of Classes; size of genesets: 25–500 genes; gene sets evaluated: Hallmark gene sets and C2 curated gene sets from MSigDB.

Additionally, genes upregulated or downregulated with a fold change of at least 1.5 where analyzed with ClueGO, a Cytoscape plug in app that visualizes non-redundant biological terms for large clusters of gene sets in a functionally grouped network [14, 15].

### Western blot

Proteins were extracted from MM cells after lysing in NP40 CellLysis Buffer (Novex) containing a cocktail of protease and phosphatase inhibitors (Thermo Scientific, Waltham, MA). Whole cells lysates (20–30 μg/well) were loaded and separated on 4–12% NovexBis–Tris SDS–acrylamide gels or 3–8% Tris-Acetate Protein Gels (Gibco, Life Technologies). Proteins were then transferred on nitrocellulose membranes by Trans-Blot Turbo Transfer Starter System (Bio-Rad, Berkeley, CA). Subsequently, membranes were blotted with the following primary antibodies: anti-P21, anti-BCL2, anti-RAD51, anti-MCL1, anti-PRO-CASP3, anti-C-CASP3, anti-CDK6, anti-cyclinD1, anti-E2F1, anti-IKZF1, anti-XRCC1, anti-RPA32 (Cell Signaling) and anti-cPARP, anti-PARP, anti-BCL2, anti-IRF4, anti-PTEN, anti-XPF, anti-DDB2, anti-ERCC1, anti-actin, anti-vinculin, and GAPDH (Santa Cruz). To study major signaling checkpoints in response to active DNA damage, a specific commercial kit from Cell Signaling (DNA Damage Antibody Sampler Kit #9947) has been used, as already described in previous work by us and others [16–18]. The kit includes the following primary antibodies: anti-phospho (p)P53 (Ser15), anti-gammaH2AX (Ser139), anti-pATM (Ser1981), anti-pATR (Ser428), anti-pCHEK1 (Ser345), anti-pCHEK2 (Thr68), and anti-pBRCA1 (Ser1524). All these forms are virtually absent in normal conditions and are activated in response to DNA damage to induce an attempt to DNA repair and block cell cycle progression (through, for example, p21). GAPDH expression has been used as a protein loading control for this kit. Blots were then incubated with goat anti-mouse or goat anti-rabbit HRP-conjugated antibodies (Santa Cruz Biotechnology); immunoreactive bands were detected by use of enhanced chemiluminescence (ECL) method, acquired through the C-DIGIT scanner (LI-COR) and quantified by Image Studio Lite 5.0 (LI-COR).

### Immunostaining for confocal microscopy

Trabectedin-treated and control MM cells were seeded onto glass coverslips and cytospin for 5 min at 800 rpm was performed. Cells were then washed in PBS, fixed in 4% paraformaldehyde for 12 min, washed three times with PBS, followed by permeabilization with 0.01% Triton-X for 15 min, and again washed in PBS containing 0.5% BSA. Cells were then incubated with anti-g-H2ax monoclonal antibody (cell signaling) overnight at 4 °C, washed with PBS three times, and incubated with Alexa-fluor 488-conjugated secondary antibody (Molecular Probes, Life Technologies, NY) for 1 h at room temperature. Glass coverslips were then washed three times with PBS and mounted with Vecta-Shield mounting media containing DAPI. Samples were visualized and images captured using a Leica microscope. Images were acquired at × 63 oil immersion with an SP2 Leica Zeiss confocal laser-scanning microscope.

### Cytokines analysis

A panel of different cytokines including IL1b, IL4, IL6, IL8, IL23, TNF, IFNg, G-CSF, IP10, MCP1, IL10, and VEGF were detected in the supernatants of CD14^+^ cells alone obtained by PBMCs of healthy donors and co-cultured with MM cells in 3D Matrigel-spheroids, in the presence or absence of Trabectedin, using BD CBA Human Soluble Protein Flex Set system (Becton Dickinson, Heidelberg, Germany). Samples from three different experiments were analyzed with an Attune Nxt Thermo Scientific flow cytometer.

### Tube assay formation

A drop of 50 μL of Matrigel (CORNING) were used to coat 96-wells plates and allowed to polymerize at 37 °C for 30 min. Then, 15 × 10^3^ HUVECs were seeded in each well and then 50 μL of conditioned medium from trabectedin-treated cells were added. After 1-h incubation at 37 °C, at least pictures of three representative fields per well were taken using phase contrast microscopy. The tubulogenic potential was quantified by estimating the total tube length and the number of nodal branchpoints (a single pixel connected to three or more pixels), through the “Pipeline 1.4” tool [19] (https://sourceforge.net/projects/pipelinetfaanalysis/). All experiments have been performed at least three times.

### Gene expression datasets analysis

Datasets of gene expression profiling of MM were retrieved from GEO database (Table 1) or from the MMRF researcher gateway portal (https://research.themmrf.org). The GSE47552 dataset includes data from 5 healthy donors (HD), 20 patients with MGUS, 33 high-risk sMM, and 41 MM; the GSE39754 includes results from 6 HD and 170 MM; the GSE6477 includes gene expression profiles of 22 MGUS, 24 sMM, 69 newly diagnosed MM, 32 relapsed MM, and 15 healthy subjects; and the GSE13591 dataset contains the gene expression profiles of immunomagnetically purified CD138^+^ plasma cells obtained from 5 HD, 11 MGUS, 133 MM, and 9 plasma cell leukemia at diagnosis.

**Table 1:** Datasets of gene expression profiling of MM retrieved from GEO database

Database	GEO	Platform	Institute	Organism	Summary
1	GSE47552	Affymetrix Human Gene 1.0 ST Array (GPL6244)	Centro de Investigación del Cáncer de Salamanca	*Homo sapiens*	Analysis of plasma cells from patients with monoclonal gammopathy of undetermined significance (MGUS) (*n* = 20), smoldering multiple myeloma (sMM) (*n* = 33), symptomatic MM (*n* = 41), and healthy donors (*n* = 5).
2	GSE39754	Affymetrix Human Exon 1.0ST Array(GPL5175)	Dana-Farber Cancer Institute	*Homo sapiens*	Gene expression microarray datasets from CD138 purified plasma cells isolated from 170 patients with newly diagnosed MM and 6 healthy subjects. All patients received triple drug regime—Vincristine, Adriamycin, and Dexamethasone (VAD)—as induction therapy followed by autologous stem cell transplant (ASCT) as a maintenance therapy.
3	GSE6477	Affymetrix Human Genome U133A Array (GPL96)	Mayo Clinic	*Homo sapiens*	Gene expression profile of CD138 purified plasma cells from 22 MGUS, 24 sMM, 69 newly diagnosed MM, 32 relapsed MM, and 15 healthy subjects. Each sample has been further characterized by FISH for the identification of hyperdiploidy.
4	GSE13591	Affymetrix Human Genome U133A Array (GPL96)	University of Milan—Fondazione IRCCS Ospedale Maggiore Policlinico	*Homo sapiens*	This series of microarray experiments contains the gene expression profiles of immunomagnetically purified CD138^+^ plasma cells obtained from 5 normal donors, 11 MGUS, 133 MM, and 9 plasma cell leukemia at diagnosis

The CoMMpass (Relating Clinical Outcomes in MM to Personal Assessment of Genetic Profile) Trial (NCT0145429), a longitudinal study in MM, relating clinical outcomes to genomic and immune-phenotypic profiles of CD138^+^ selected plasma cells from the BM of newly diagnosed MM patients (in the release used in this work (interim analysis 8, IA8), RNA-seq, together with clinical data, was available for 549 MM patients).

Datasets including MM cell lines gene expression profiling were retrieved from GEO database with the accession code GSE68379 and GSE6205. These data were normalized in Transcription analysis console (TAC, Thermo Scientific) software and result table processed through R Studio (R version: 3.5).

### Statistical analysis

Differences between means were analyzed by using GraphPad statistical package. The results were expressed as the mean ± SD of at least three different experiments, and the significance assessed by the two-tailed Student *t* test or Mann-Whitney test according to samples distribution. A *p* value of 0.05 or less was considered statistically significant. Overall survival (OS) and progression-free survival (PFS) analyses (Kaplan-Meier curves and log-rank test) have been performed by using SPSS statistical software on data retrieved by the CoMMpass database.

## Results

### NER genes are highly expressed in MM patients and correlate with prognosis

To establish the role of known DNA repair pathways in MM, a meta-analysis of all available gene expression profiling (GEP) data sets was performed by comparing the expression levels of genes belonging to each pathway (BER, NER, MMR, HR, c-NHEJ, a-NHEJ, FA) in primary cells from MM patients with normal PCs from healthy donors (gene lists are reported in Additional file 1: Table S1). As shown in Fig. 1a and Additional file 2: Figure S1A, upregulation of genes belonging to NER in MM cells, as compared to normal PCs, was found. Specifically, 7 out of 31 genes involved in the NER system were significantly deregulated in 4/5 datasets analyzed. Conversely, only 3/18, 0/10, 0/27, 0/15, 1/9, and 0/16 genes were deregulated in BER, MMR, HR, C-NHEJ, A-NHEJ, or FA respectively. Next, NER-associated genes were evaluated for their impact on MM patient prognosis by analyzing data from CoMMpass Trial (NCT0145429). To this aim, a multivariate COX regression analysis, including all NER-associated genes (31) and the 4 R-ISS variables, i.e., B_2_-microglobulin, albumin, LDH, and adverse cytogenetic [20] was performed. Four genes only (XPA, RAD23B, XAB2, and POLD3) showed independent predictive power (Fig. 1b left panel). Among them, a higher expression of RAD23B, XAB2, and POLD3 was associated with poor prognosis, whereas a higher expression of XPA was associated with better survival. Since Cox-regression model reported a similar relative contribution (positive or negative) for each variable, a score to each gene (low expression = 1, mid expression = 2, and high expression = 3) was assigned and then a prognostic risk score (RS) was built as follows: RAD23B + XAB2 + POLD3 − XPA. According to the median RS, patients were divided into NER “low” and “high” risk groups (Fig. 1b right panel). The prognostic model strongly associated with survival, with patients in low-risk group experiencing a significant hazard ratio reduction of about 70% (Fig. 1b right panel). Interestingly, the same analysis in all other DNA repair systems (Additional file 2: Figure S1B) did not reached results with the predictive value or NER-based score.

**Fig. 1:**
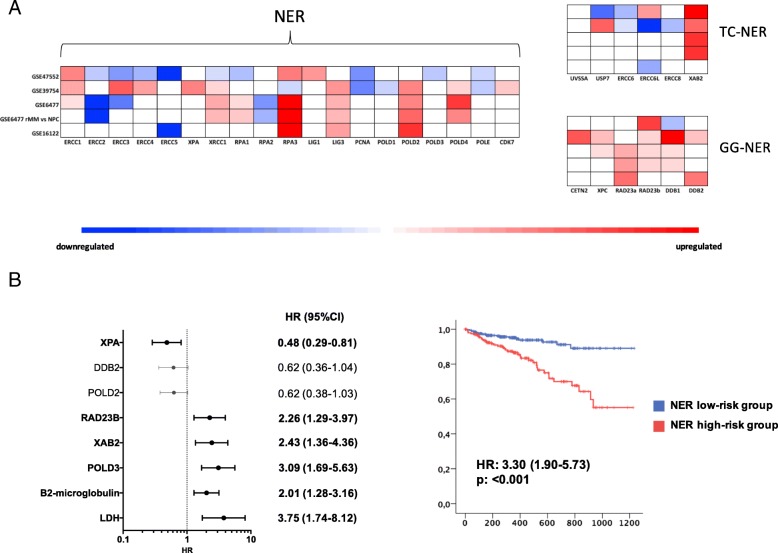
NER genes upregulation in MM cells and its prognostic correlation. **a** Meta-analysis of four different GEP datasets of MM comparing the expression levels of genes belonging to NER DNA-repair pathway in PCs from MM patients with PCs from healthy donors. **b** Shows a forest plot (on the left) reporting the results of the multivariate COX regression analysis performed on all NER-associated genes and on the 4 prognostic factors included in the R-ISS (B2-microglobulin, albumin, LDH, and adverse cytogenetic). A Kaplan-Meier curve (on the right) reports the results of the prognostic model built by dividing patients into NER “low” and “high” risk groups according to the previously selected genes expression. Importantly, patients in low-risk group experienced a significant hazard ratio reduction of about 70%

The finding that upregulation of different NER genes in MM PCs was correlated to poor prognosis suggested a major role for NER in MM pathobiology. On this basis, the efficacy of NER-targeting agents in this setting was investigated. Therefore, the anti-MM activity of trabectedin (Ecteinascidin 743), whose mechanism of action relies on NER system expression [21], was studied. Specifically, this drug binds to the minor groove of DNA and traps the NER machinery as it attempts to repair DNA, leading to the generation of lethal DNA double strand breaks. To our knowledge, the antitumor activity of trabectedin in MM has not been described so far.

### Trabectedin exerts potent anti-MM activity in vitro and in 3D models

The activity of trabectedin against MM cells was next investigated. Firstly, a panel of 12 MM cell lines, including several drug-resistant derived cells, was evaluated for sensitivity to increasing doses of trabectedin. Overall, all MM cell lines (except for LR7) were very sensitive to trabectedin exposure, with significant IC50 values for apoptosis at 72 h ranging from 0.5 to 2.5 nM (Fig. 2a). Moreover, the anti-MM activity of trabectedin was confirmed on primary cells from three different relapsed MM patients, by exposing cells to 2.5 nM of the drug. Importantly, also in this setting, over a significant 50% increase in apoptosis after 24 h (Fig. 2b and Additional file 3: Figure S2A) was observed (*p*: 0.02). Interestingly, we observed a dichotomic pattern of response after 24 h of treatment with trabectedin among all cell lines evaluated. Specifically, as reported in Fig. 2a, more than 50% of cells belonging to RPMI8226, DOX40, JJN3, H929, MM1S, and AMO-BZB cell lines were dead with 2.5 nM of trabectedin. We called these cells “quick responders,” and, as shown in Fig. 2c, by investigating the expression of several proteins belonging to the NER system, we observed that they expressed a significant higher protein level of ERCC1 as compared to “slow responders.” Indeed, the complex ERCC1/XPF is necessary for the formation of the trabectedin-induced DNA-DSB and ERCC1 expression has already been associated with response to trabectedin in cancer patients [22, 23]. As showed in Additional file 3: Figure S2B, none of the other evaluated proteins (XRCC1, DDB2, RPA32) exhibited a pattern associated with response to trabectedin. Along the same line, we investigated the expression of genes belonging to the NER pathway by interrogating two different publicly available datasets (GSE68379 and GSE6205) including several of the cell lines we used in our experiments [24, 25]. Unfortunately, while in both datasets, cells segregate in an unsupervised hierarchical clustering accordingly to their response to trabectedin (quick vs slow responders, Additional file 3: Figure S2C), we were unable to find significantly deregulated genes (a trend was observed for DDB1, CETN2, and POLD4; data not shown).

**Fig. 2:**
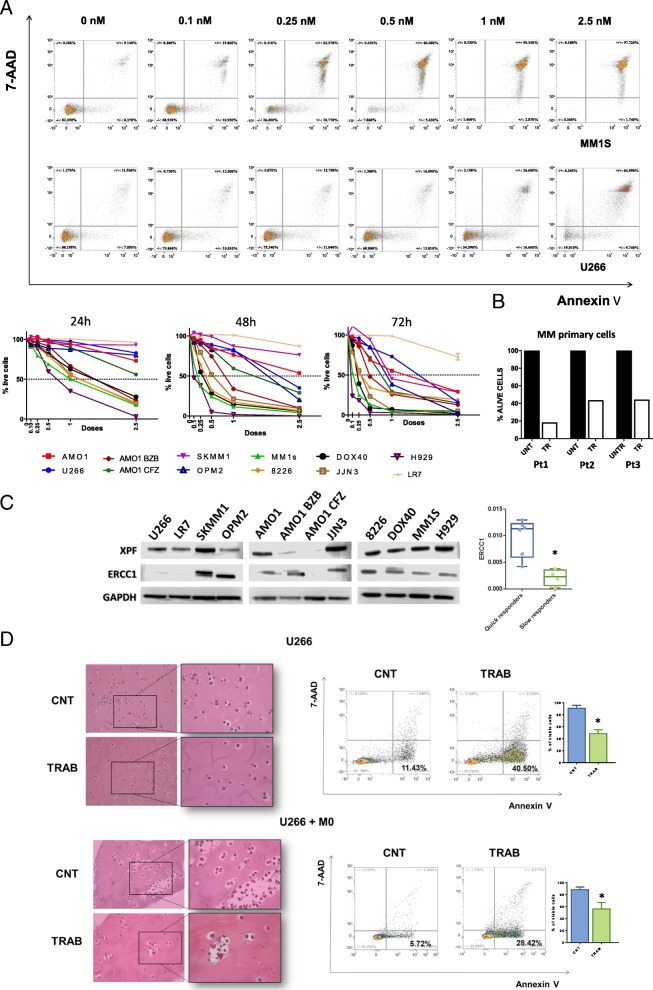
Activity of trabectedin in MM cells. **a** Representative dot plots of dose-dependent apoptosis increase in U266 and MM1S cells after dose escalation of trabectedin evaluated with annexin-V/7aad assay. In the lower left panel are represented the results of trabectedin activity on 12 MM cell lines at different time points. Each point represents the average result of at least 3 replicates. All cell lines (except for LR7) were very sensitive to trabectedin, with an IC50 at 72 h ranging from 0.5 to 2.5 Nm (%viable cells at the IC50 point significantly lower as compared with the control point, *p* < 0.01 for all cell lines). **b** Trabectedin activity on primary MM cells derived from 3 different patients, exposed to 2.5 nM of the drugs. After 24 h, we observed over 50% apoptosis evaluated with annexin-V/7aad assay. **c** Western blots reporting the expression of XPF and ERCC1 proteins in all the cell lines evaluated for sensibility to trabectedin treatment. On the right, evaluation of differences in protein expression after quantization, normalization and removal of outliers through ROUT test (*Q* = 1%). **d** A representative immunohistochemistry images of 3D model of U266 MM cells (in the absence or presence of macrophages) growth in matrigel-based spheroids, demonstrating the reduction of proliferation niches in trabectedin treated cells respect to control. The right dot plots showed the pro-apoptotic effects of trabectedin both in presence and in absence of macrophages (representative experiment of three) and the respective histograms showing the mean of three different experiments. *p < 0.05

To strengthen our findings, trabectedin was further studied by a new relevant 3D model in which MM cells grow in matrigel-based spheroids. In this model, U266 cells form multicellular *niches* recapitulating the bone marrow structure of MM patients. The addition of trabectedin to Matrigel-spheroids impaired the development of MM *niches* (Fig. 2d upper panel). The 3D architecture mimics the protective effect of BM tissue structure on MM cells from drug-induced cytotoxicity and, indeed, a slight reduction of trabectedin activity in this model, as compared to 2D classic cultures of several MM cell lines (U266, Fig. 2d; MM1S and OPM2, Additional file 3: Figure S2D), was observed. However, this model does not fully recapitulate the BM microenvironment (BMM). To overcome this limitation, taking into account that macrophages infiltrate the BMM and protect MM cells from DNA-damaging [26, 27], Matrigel-spheroids in which MM cell lines (U266, MM1S, and OPM2) were co-cultured with healthy donors-derived monocytes were generated. As expected, after 72 h, monocytes/macrophages greatly improved the proliferative activity and viability of MM cells, and strongly promoted the generation of multi-cellular “microenvironmental” *niches*. Nevertheless, trabectedin overcame monocyte-dependent protective effects and significantly induced apoptosis in all MM cell lines tested (U266, MM1S, and OPM2) (Fig. 2d lower panel and Additional file 3: Figure S2D).

### Trabectedin modulates the transcriptome and induces cell cycle arrest, cellular stress, and DNA damage in MM cells

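U266, a human multiple myeloma cell line, was cultured for 24 h with PBS or with trabectedin, a compound that binds the minor groove of DNA, and 2 samples of each kind were hybridized to Affymetrix Human Transcriptome Arrays, which carry probes along the exons of each gene. The paper's results and the sample labels give the dose as 2.5 nM, while its methods and the treatment protocol in the labels give 2.5 μM. The methods take the cells from separate experiments and do not say whether samples with the same replicate number share one. The authors processed the arrays in Affymetrix Expression Console by RMA, that is background correction, quantile normalization and probe summary, and deposited log2 values. On each array 843 to 899 features had a log2 value above 16, the limit for a scanner that reads 16 bits, so that a further rescaling, not given in the sources used here, lies between the scanner and these values. Over all 70523 features, the median was 5.19 and 5.28 in control replicates 1 and 2 and 5.33 and 5.37 in trabectedin replicates 1 and 2. In the platform annotation 23781 features have 1 gene symbol, 1543 have several and 45199 have none. Each of 22411 genes was represented by its transcript cluster with the highest mean among those with 1 symbol. Treated and control arrays were compared by limma with Benjamini-Hochberg adjustment over these genes. The number of arrays limits the precision, as 2 arrays against 2 cannot give a two-sided exact permutation p below 0.333. In simulated data of the same size, limma recovered 15.2% of the genes changed by 1 on the log2 scale, 83.6% of those changed by 2 and 92.5% of those changed by 3. The simulated noise was independent between arrays and drawn from limma's prior variance. In the data 2 genes were higher and 92 lower by at least 4-fold, and 0 passed at an adjusted p under 0.05. The simulated shares thus do not carry over to these arrays, and a gene not called may still have changed. The fit behind these 0 calls leaves the replicate number out. With that number in the model as a block, limma called 499 genes higher and 893 lower. The absence of calls thus depends on the model as well as on the number of arrays.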

To shed light on molecular mechanisms underlying the anti-MM activity of trabectedin, modifications in the gene expression profile of U266 cells, untreated or treated with 2.5 nM of trabectedin for 24 h (unsupervised hierarchical clustering is reported in Additional file 3: Figure S2E), were investigated by performing a GSEA [13]. By using both “hallmark” and “c2 curated” GSEA gene-sets, UV response/DDR and mitotic spindle formation (i.e., cell cycle progression) gene-sets were the most significantly modulated putative functions (Fig. 3a and Additional file 3: Figure S2F). 

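In trabectedin-treated U266 cells, part of the genes of the spindle and UV response down lists had lower values than in control. TIAM1, an activator of the Rac GTPase, went from a log2 value of 10.15 ± 0.76 (SD, n = 2) in control to 7.15 ± 0.55 (SD, n = 2) with trabectedin, a log2 fold change of -2.99 (standard error 0.44, limma adjusted p = 0.0939). DST, a linker between cytoskeletal filaments, had a log2 fold change of -2.31 (standard error 0.37, adjusted p = 0.103). Among genes of the UV response down list, SIPA1L1, a regulator of the Rap GTPase, had a log2 fold change of -3.19 (standard error 0.32, adjusted p = 0.0762), and IGF1R, the receptor of insulin-like growth factor 1, of -2.22 (standard error 0.19, adjusted p = 0.0762).
Of 185 measured genes of the mitotic spindle and cytoskeleton list, 40 were lower and 5 higher by at least 1.5-fold. By limma 0 passed adjusted over all genes, while 35 lower genes and 1 higher gene passed adjusted over the list alone. The higher one was ANLN, an actin-binding protein of cytokinesis, with a log2 fold change of 0.54, named after its value was seen. Of 128 measured genes of the UV response down list, 27 were lower and 2 higher by at least 1.5-fold, and 28 lower genes and 1 higher gene (PIAS3, a SUMO ligase, 0.63, also named after its value was seen) passed adjusted over the list alone. The median log2 fold change was 0.01 in the spindle list and 0.04 in the UV list, whereas the means were -0.19 and -0.22, so that the lower mean comes from part of the members. Both lists fell relative to the other genes by camera with a preset correlation of 0.01 (spindle, adjusted p = 1.58e-06, and UV response down, adjusted p = 3.53e-06). Both had an adjusted p = 0.991 by camera with an estimated correlation, as had each of the 31 lists tested. With a correlation estimated from 4 arrays, the adjusted p thus tells no list from another. The unadjusted camera p in this setting was 0.0824 for the spindle list and 0.163 for the UV list. The estimated correlations of 0.037 and 0.092 were above the preset 0.01, on which the smaller camera p values rest. The running-sum score that GSEA uses, over genes ranked by log2 fold change, was -0.58 (normalized score -2.27, permutation p = 0.00155) for the spindle list and -0.64 (normalized score -2.39, permutation p = 0.00158) for the UV list. Both are the smallest p that the same-sign draws among 1000 permutations of genes can give, and they measure genes, not cultures. Random lists matched on gene length and level had mean log2 fold changes of -0.22 for the spindle list and -0.25 for the UV list. Of 53 G2/M phase genes, which include the spindle motors and mitotic kinases, 2 were higher by at least 1.5-fold and none was lower, with CKAP2 at 0.69 (standard error 0.24, adjusted p = 0.318) and CDK1 at 0.60 (standard error 0.20, adjusted p = 0.301). CKAP2 was at 0.38 without trabectedin replicate 1 and CDK1 at 0.38 without control replicate 2. The G2/M list did not pass camera (median 0.20, adjusted p = 0.418), but it passed without control replicate 1 (adjusted p = 0.000247) and without trabectedin replicate 2 (adjusted p = 0.000194), and its direction turned to down without control replicate 2 (adjusted p = 0.345) and without trabectedin replicate 1 (adjusted p = 0.536), within a range of 0.000194 to 0.991 over its alternatives. The spindle and UV lists were written from memory after the MSigDB sets of these names.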

Then, by taking advantage of the “ClueGO” and “CluePEDIA” apps in Cytoscape [14, 15], the main putative clusters of functions modulated by genes upregulated or downregulated by trabectedin were identified (Fig. 3a and Additional file 4: Figure S3A). Specifically, pathways associated with apoptosis, cell-cycle, DNA-damage, and cellular stress were the most significantly modulated. Additionally, among genes belonging to NER signaling, trabectedin significantly increased the expression of DDB2 (FC: 1.57), XPC (FC: 1.34), PCNA (FC: 1.7), and RPA2 (FC:1.45) (Additional file 4: Figure S3B; DDB2 upregulation in two cell lines was also confirmed by Western blot).

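In trabectedin-treated U266 cells POLR2A, the largest subunit of RNA polymerase II, had the highest log2 fold change of all genes over the 4 arrays, and DCC, the netrin receptor, the lowest. Without control replicate 2 and without trabectedin replicate 1, POLR2A was below HEXIM1, which was at 1.45 without control replicate 1 and 3.03 without control replicate 2. POLR2A went from 10.87 ± 0.11 (SD, n = 2) to 13.61 ± 0.74 (SD, n = 2) on the log2 scale, a log2 fold change of 2.75 (standard error 0.36, limma adjusted p = 0.0813). HEXIM1, an inhibitor of the elongation factor P-TEFb, had a log2 fold change of 2.24 (standard error 0.58, adjusted p = 0.208). CIART, a circadian repressor, followed at 1.61, RHBDD2 at 1.49, RNU4-9P at 1.43, the antiproliferative gene TOB1 at 1.41, MIR548P at 1.36, FAM111B at 1.29, MIDN at 1.23 and the E2F family repressor E2F8 at 1.21. Without trabectedin replicate 1 FAM111B was at 0.81 and E2F8 at 0.74, without control replicate 2 they were at 0.74 and 0.77, and without trabectedin replicate 2 MIR548P was at 0.78. DCC went from 11.56 ± 0.10 (SD, n = 2) to 6.86 ± 0.80 (SD, n = 2), a log2 fold change of -4.70 (standard error 0.39, adjusted p = 0.0762). The phosphoinositide transfer protein PITPNC1 had a log2 fold change of -3.63, the receptor phosphatase PTPRG of -3.41, the transcriptional coactivator EYA2 of -3.33, the kinase CAMK1D of -3.25, SIPA1L1 of -3.19, CADPS2 of -3.18, the Mediator subunit MED13L of -3.12, LRBA of -3.09 and FAF1 of -3.09. These genes were chosen by size among those whose groups did not overlap, and none passed the test. With the replicate number in the model as a block, their adjusted p by limma lay between 0.0174 and 0.0350. Whether that number marks a shared experiment is not stated.
At the fold change of 1.5 that the paper set for ClueGO, 627 genes were higher and 1038 lower, with no overlap between groups for 527 and 1013 of them. Over all genes the groups did not overlap for 49.3%, against 33.3% by chance. At 2-fold, 41 genes were higher and 454 lower. The median gene length, from RefSeq on GRCh38.p14, was 8.70 kb for the higher genes, 176 kb for the lower genes and 17.1 kb for the rest. Among protein-coding genes alone it was 17.2 kb, 183 kb and 24.3 kb. Notch signaling genes, a term of the paper's downregulated genes in Fig. 3a, held 5 of 20 members lower by at least 1.5-fold and none higher, and 6 lower members passed adjusted over the list alone. They include the coactivators MAML2 (-1.57) and KAT2B (-1.15) and the receptor NOTCH2 (-0.97), the last named after its value was seen. The Notch list fell relative to other genes by camera (median 0.06, mean -0.21, adjusted p = 0.00301), with adjusted p = 0.991 with an estimated correlation, and random lists matched on gene length and level had a mean of -0.20. At an adjusted p under 0.05, limma called 0 genes higher and 0 lower over all genes, against 1635 and 1501 at an unadjusted p under 0.05, and the methods' t-test gave 1400 and 992 at its threshold and 0 and 0 after Benjamini-Hochberg adjustment. With the replicate number in the model as a block, limma called 499 higher and 893 lower. No source used here says that these numbers mark a shared experiment. Without trabectedin replicate 2, limma called 5 higher and 223 lower, and without trabectedin replicate 1 it called 1 lower. The count of genes higher by at least 1.5-fold was 1275 without control replicate 2, 1007 without trabectedin replicate 1 and 1127 without trabectedin replicate 2, and scaling the arrays to ribosomal protein genes, which moved the median log2 fold change of all genes by -0.23, gave 135 higher and 1748 lower.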

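Of 40 S phase genes, 21 were higher by at least 1.5-fold and none was lower in trabectedin-treated U266 cells. The replication checkpoint mediator CLSPN had a log2 fold change of 1.09 (standard error 0.37, limma adjusted p = 0.307), the exonuclease EXO1 of 1.07 (standard error 0.43, adjusted p = 0.373) and the G1/S cyclin CCNE2 of 1.05 (standard error 0.26, adjusted p = 0.201). The S phase list rose relative to other genes by camera (median 0.60, adjusted p = 1.58e-06), with adjusted p = 0.991 with an estimated correlation. In the fit without a block, 0 of its members passed adjusted over the list alone. With the replicate number as a block, CLSPN, EXO1 and CCNE2 passed by limma over all genes (adjusted p = 0.0224, 0.0189 and 0.0194). Whether that number marks a shared experiment is not stated. The median difference of the S phase list between arrays of one group was -0.47 for control replicate 2 minus replicate 1 and -0.48 for trabectedin replicate 2 minus replicate 1.
The p53 target genes also rose relative to other genes (27 measured, median 0.18, adjusted p = 0.0429), with adjusted p = 0.991 with an estimated correlation, with 4 higher by at least 1.5-fold and none lower, such as the cyclin CCNG1 at 0.80 (standard error 0.15, adjusted p = 0.128). This call was lost without control replicate 1 (adjusted p = 0.0636), control replicate 2 (adjusted p = 0.0536) or trabectedin replicate 2 (adjusted p = 0.0766), and with a mean-variance trend (adjusted p = 0.0735), within a range of 0.0131 to 0.991 over its alternatives. The paper describes U266 as P53-mutated and reports a rise of phosphorylated P53 only in MM1S, and p53 activity was not measured here. The p53 list shares DDB2, XPC and PCNA with the NER list. Of 17 DNA damage signaling genes, 3 were higher by at least 1.5-fold, among them the checkpoint clamp subunit RAD1 at 0.68. The kinase gene CHEK1 was at 0.50 and H2AX at 0.57, and the list did not pass (median 0.36, adjusted p = 0.24), although it passed without control replicate 1 (adjusted p = 0.00745) or trabectedin replicate 2 (adjusted p = 0.0117), with quantile normalization repeated (adjusted p = 0.0385) and when scaled to ribosomal protein genes (adjusted p = 0.0474), within a range of 0.00745 to 0.991. Of 17 G1/S regulators, the kinase CDK2, named after its value was seen, was higher adjusted over the list alone (log2 fold change 0.91, adjusted p = 0.0256 over the list), and the list did not pass (median 0.19, adjusted p = 0.733).
Of 25 apoptosis regulators, 1 was lower by at least 1.5-fold, the anti-apoptotic gene BCL2 (log2 fold change -0.72, standard error 0.13, adjusted p = 0.117, against a median of -0.50 in the 200 genes nearest in length and level), and 1 was higher, the pro-apoptotic BH3-only gene BMF (0.68, standard error 0.16, adjusted p = 0.182), and the list did not pass (median 0.07, adjusted p = 0.926). With the replicate number as a block, BCL2 passed by limma (adjusted p = 0.0369) and BMF did not. The paper reports a reduction of BCL-2 protein in U266. Of 19 genes of the unfolded protein and integrated stress response, 4 were lower by at least 1.5-fold and none was higher, with the stress sensor ERN1 at -0.90 (standard error 0.34, adjusted p = 0.349) and its target XBP1 at -0.78 (standard error 0.18, adjusted p = 0.175). This list fell relative to other genes (median -0.20, adjusted p = 0.00115), with adjusted p = 0.991 with an estimated correlation, and the call was lost without trabectedin replicate 1 (adjusted p = 0.336), within a range of 3.34e-06 to 0.991. Between arrays of one group the unfolded protein and integrated stress response list differed by a median of 0.25 for control replicate 2 minus replicate 1 and 0.39 for trabectedin replicate 2 minus replicate 1. The oxidative stress list (15 genes, median 0.11, adjusted p = 0.926) did not pass, with the cystine transporter SLC7A11 at -0.93 and the catalase gene CAT at 0.50. Neither did the heat shock list (10 genes, median 0.09, mean 0.12, direction down by camera, adjusted p = 0.667), which passed without control replicate 1 (adjusted p = 0.00588, range 0.00588 to 0.991) and which differed between arrays of one group by a median of 1.93 for control replicate 2 minus replicate 1 and 1.38 for trabectedin replicate 2 minus replicate 1. Without trabectedin replicate 1 the log2 fold change was 0.63 for CLSPN, 0.58 for EXO1, 0.37 for H2AX and -0.56 for SLC7A11. It was 0.66 for EXO1 without control replicate 2 and -0.48 for ERN1 without control replicate 1. From the ClueGO and CluePEDIA clusters of upregulated and downregulated genes, the paper states that pathways of apoptosis, cell cycle, DNA damage and cellular stress were the most significantly modulated, and it then followed each of them with protein and cell assays.

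**Figure D1:**
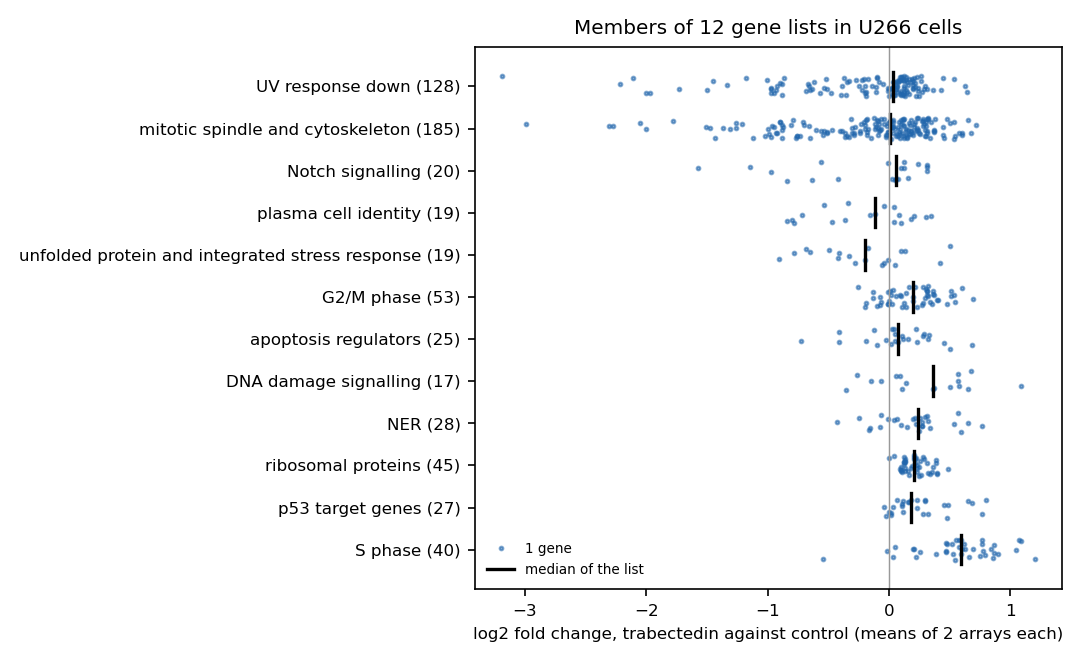
Log2 fold change (trabectedin against control, means of 2 arrays each) on the x axis for the measured members of gene lists in U266 cells, with 1 point per gene, the number of measured genes after each list name and a black line at the list's median. The S phase genes center on 0.60, while the UV response down and spindle lists have medians of 0.04 and 0.01 with a tail of members down to -3.19 and -2.99.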

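Among 28 measured genes of the NER list of Table S1, 3 were higher by at least 1.5-fold with trabectedin and none was lower. PCNA, the sliding clamp of repair synthesis, went from 11.52 ± 0.10 (SD, n = 2) to 12.29 ± 0.29 (SD, n = 2) on the log2 scale, which is 1.70-fold (log2 fold change 0.77, standard error 0.17, limma adjusted p = 0.169). DDB2, which recognizes UV lesions, went from 8.72 ± 0.23 (SD, n = 2) to 9.37 ± 0.30 (SD, n = 2), which is 1.57-fold (log2 fold change 0.65, standard error 0.20, adjusted p = 0.268). RPA2, a subunit of the single-strand binding protein, was 1.45-fold higher (log2 fold change 0.54, standard error 0.17, adjusted p = 0.281). XPC, which starts global genome repair, was 1.25-fold higher (log2 fold change 0.32, standard error 0.13, adjusted p = 0.39). In all of these genes both treated arrays lay above both control arrays, as they did in 8014 of the 22411 genes, and none passed the test, also not adjusted over the list alone. With the replicate number as a block, DDB2 (adjusted p = 0.035) and PCNA (adjusted p = 0.0321) passed by limma, and RPA2 and XPC did not. The nuclease genes went different ways, with ERCC1 at -0.16 (standard error 0.20, adjusted p = 0.742) and ERCC4, which encodes XPF, at 0.25 (standard error 0.11, adjusted p = 0.422), and ERCC1 turned to 0.08 without trabectedin replicate 1. XPC was at 0.21 without trabectedin replicate 1 and RPA2 at 0.33 without control replicate 1. The NER list as a whole did not pass camera (median 0.24, adjusted p = 0.477). It passed without control replicate 1 (adjusted p = 0.0253) and without trabectedin replicate 2 (adjusted p = 0.0213), and its direction turned without control replicate 2 (adjusted p = 0.864), within a range of 0.0213 to 0.991 over its alternatives.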

**Fig. 3:**
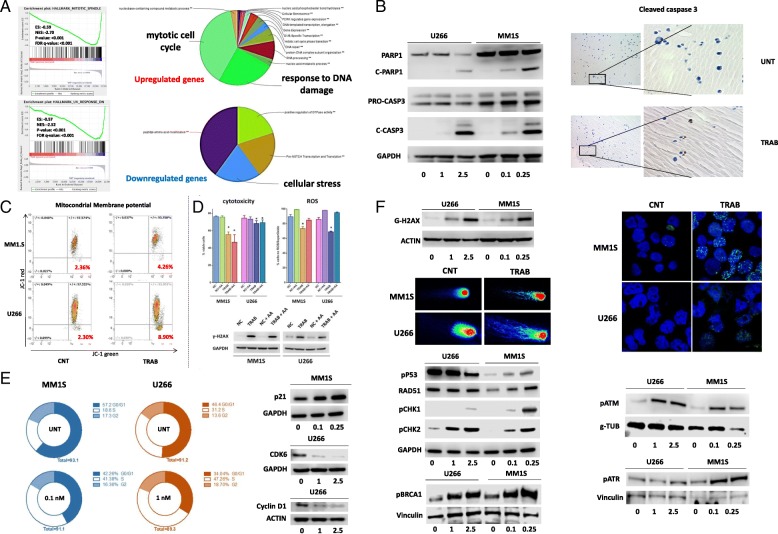
Trabectedin affects many cellular pathways. **a** On the upper left panel, the enrichment plots show significant gene-sets identified using GSEA software on U266 RNA. The green curve represents the enrichment score curve. On the right, the pie charts report different gene sets with up- or downregulation involved in trabectedin activity. **b** Western blot data showing levels of pro-apoptotic proteins c-PARP and c-caspase 3 after trabectedin treatment in U266 and MM1S cells. On the right, immunohistochemistry images showed brown foci of activated c-caspase 3 in trabectedin-treated U266 3D model compared to control. **c** Dot plots demonstrated modifications in mitochondrial membrane potential in MM1S and U266 cells trabectedin-treated respect to control. **d** Histograms representative of three independent experiments showed apoptosis induction and ROS production, after trabectedin treatment in U266 and MM1S cells, in the presence or absence of ascorbic acid (25uM) as antioxidant. In the lowest part, Western blots reporting the expression of gamma-H2AX in U266 and MM1S alone or in the presence of trabectedin and/or ascorbic acid. **e** On the left, a representation of the four phases of cell cycle, in two MM cell line (blue chart for MM1S and orange for U266), untreated or exposed to trabectedin. On the right, Western blot reported the expression of protein involved in cell cycle: p21 in MM1S and cyclin D1 and CDK4 in U266. **f** A representation of Western blot of g-H2ax expression in U266 and MM1S cells, in the upper panel. In addition, in single-cell gel electrophoresis (Comet) assay DNA strand breaks are identified through structures resembling comets, observed by fluorescence microscopy. The representative images showed the DNA damage in U266 and MM1S cell lines treated with 2.5 and 0.1 nM of trabectedin, respectively. Western blot images showed different proteins involved in DNA damage and belonging to DNA repair system. On the right top, immunofluorescence image showing green g-H2ax foci within MM1S and U266 nuclei exposed to 0.1 nM and 2.5 nM of trabectedin, respectively. *p < 0.05

We then performed an in vitro validation of these bioinformatics findings.

It is well known that in other malignancies, trabectedin-induced apoptosis may occur in a P53-dependent or independent manner [28]. Accordingly, in our experimental setting, an increase of markers of late apoptosis, cleaved (c)-PARP and c-caspase3, in both P53-WT MM1S and P53-mutated U266 cell lines after 48 h treatment (Fig. 3b left panel) was observed. By immunohistochemistry, an increase of c-caspase 3-positive U266 cells from our 3D model after trabectedin treatment (Fig. 3b right panel) was further confirmed. Moreover, in U266 cells, a stronger reduction in the anti-apoptotic protein BCL-2 than in MM1S was detected (Additional file 5: Figure S4A). This effect was paralleled by a deepest alteration in mitochondrial membrane polarization (Fig. 3c). Additionally, in both cell lines, ROS and superoxide production significantly increased, confirming the predicted activation of stress response pathways (Fig. 3d and Additional file 5: Figure S4B). Then, to investigate whether DNA damage and apoptosis were correlated with ROS production, both U266 and MM1S cell lines were co-treated with trabectedin and ascorbic acid as antioxidant. Notably, despite a significant reduction in ROS levels, the antioxidant did not protect MM cells from trabectedin-induced apoptosis and DNA damage, evaluated as H2AX protein phosphorylation (γ-H2AX) (Fig. 3d), demonstrating both effects (DNA damage and apoptosis) to be independent from ROS production (representative dot plots of U266 and MM1S MM cells reporting trabectedin activity in term of apoptosis in presence or absence of trabectedin and/or ascorbic acid, were showed in Additional file 5: Figure S4B). Unfortunately, the exact mechanism of trabectedin-associated ROS production (already observed in other cellular systems [29]) is currently not fully understood. We may hypothesize that, at least in our settings, ROS are produced as a consequence of DNA double-strand breaks, DNA damage response activation, and mitochondrial membrane potential alteration.

Next, cell cycle alterations upon trabectedin were evaluated. In line with bioinformatics analysis, a trabectedin-dependent S-phase arrest with progressive decrease of cells in G0/G1 phases was observed (Fig. 3e left panel). The scenario depicted by these results was further empowered by an increase in the expression of the cell-cycle inhibitor p21^WAF1^ in MM1S, and by downregulation of Cyclin D1 and CDK6 in U266 (Fig. 3e right panel).

Lastly, the DNA-damaging activity of trabectedin was studied. As a surrogate marker of DSBs, the expression of γ-H2AX, a variant of histone 2A that is phosphorylated in the presence of DNA DSBs, was evaluated. Specifically, H2AX has a key role in DNA repair machinery and its phosphorylation represents the first step to recruit DNA repair proteins [30]. Additionally, g-H2AX is organized in foci that are associated to DNA fragmentation during apoptosis and DNA damage [31]. By Western blot, a strong increase of phosphorylated H2AX in the presence of trabectedin (results for U266 and MM1S cell lines are reported in Fig. 3f, and for OPM2 in Additional file 5: Figure S4C) was observed. These findings were empowered by demonstration of γ-H2AX foci within the nuclei of U266 and MM1S cells by confocal microscopy and by immunohistochemistry in the 3D model of MM (Fig. 3f and Additional file 5: Figure S4D). Furthermore, DNA fragmentation by a COMET assay demonstrated that trabectedin induces DNA damage and loss of chromatin organization in both U266 and MM1S (Fig. 3f). Accordingly, in both cell lines, trabectedin induced increased expression of proteins involved in DDR, including pATM and pATR, their downstream mediators pChk1 and pChk2, RAD51, pBRCA1, and pP53 (the latter only in MM1S) (Fig. 3f).

### Trabectedin reduces MM-macrophages-induced angiogenesis

Due to the relevant role played by trabectedin as a microenvironment-modulating agent [32, 33], the concentration of a panel of cytokines/chemokines related with inflammation, chemotaxis, and angiogenesis in the supernatants of 3D-spheroids of monocytes-MM cells co-cultures (U266) alone or exposed to trabectedin was investigated. As shown in Fig. 4a, a significant reduction of MCP1, VEGF-A, and IL-10 (and a trend to reduced IL-8) in U266 and monocytes co-cultures was observed. Then, it was investigated if those modulations have any role in impairing MM-macrophages (M0)-induced angiogenesis. To verify our hypothesis, early passage HUVECs were cultured with conditioned medium obtained from 3D Matrigel-spheroids of MM (U266, OPM2, and MM1S) *plus* M0 in the presence or absence of trabectedin, after 72 h of culture. After 1 h, conditioned medium from untreated Matrigel-spheroids induced capillary-like structures to a higher extent as compared to the supernatant derived from trabectedin-treated co-cultures, as demonstrated by the significantly higher tube-like structure length and number of node branch points. This latter finding suggests anti-angiogenic activity for trabectedin in MM-associated BMM (Fig. 4b).

**Fig. 4:**
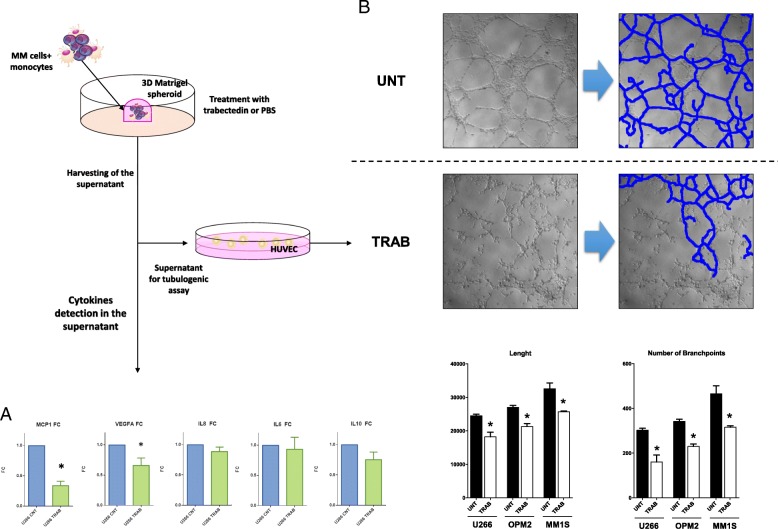
Trabectedin effects on angiogenesis. **a** Evaluation of cytokines production and secretion in the supernatant of 3D-spheroids of U266 and monocytes co-cultures treated with 2.5 nM of trabectedin. **b** Representative image from tubulogenic assay performed with supernatants of treated (2.5 nM of trabectedin) or untreated 3D-spheroids of U266-monocytes co-cultures. The image was analyzed through the “Pipeline 1.4” tool. In blue are reported the segments of neo-vessels/tubes. The histograms below show the tubulogenic potential, quantified by estimating the total tube length and the number of nodal branchpoints (a single pixel connected to 3 or more pixels), of the supernatant derived from 3D Matrigel-spheroids including monocytes co-cultured with 3 different MM cell lines. *p < 0.05

### Trabectedin increases the expression of NKG2D ligands in MM cells and induces NK activation

Since DNA damage and cell stress have been found to increase NKG2D and DNAM-1 ligands expression on cancer cells, the role of trabectedin in MM cells susceptibility to NK-mediated cytotoxicity was investigated. Firstly, GEP analysis of known ligands (MICA, MICB, ULBP1-5, PVR, Nectin-2) of NK activating receptors (NKG2D and DNAM-1) demonstrated a significant upregulation of MICA and MICB genes (Fig. 5a). 

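MICA and MICB, the stress-induced ligands of NKG2D, had higher means with trabectedin, and neither passed the test. MICA went from 7.75 ± 0.18 (SD, n = 2) to 8.62 ± 0.31 (SD, n = 2) on the log2 scale, which is 1.83-fold (log2 fold change 0.87, standard error 0.19, limma adjusted p = 0.166), with both treated arrays above both control arrays, as in 8014 of the 22411 genes. MICB went from 13.35 ± 0.51 (SD, n = 2) to 13.87 ± 0.38 (SD, n = 2), which is 1.43-fold (log2 fold change 0.51, standard error 0.31, adjusted p = 0.522), and its groups overlapped. Both genes have several transcript clusters on the array, on chromosome 6 and on alternate sequences of the MHC region, with folds from 1.53 to 1.83 for MICA and from 1.40 to 1.47 for MICB.
The ULBP family had log2 fold changes of 0.40 for RAET1E (standard error 0.20, adjusted p = 0.451), 0.27 for ULBP2 (standard error 0.11, adjusted p = 0.394), 0.19 for RAET1L, 0.16 for RAET1G, 0.14 for ULBP3 and 0.09 for ULBP1. Their group means were low, from 4.57 (RAET1E, control) to 5.78 (ULBP1, trabectedin). The median over genes was 5.83 to 5.94 on the arrays. The low signal limits what these differences can show. Of the DNAM-1 ligands, NECTIN2 was at 0.15 and PVR at -0.27 (standard error 0.12, adjusted p = 0.395). Of the 10 ligands, 9 had a higher mean, as had 15912 of the 22411 genes, and 5 of these (ULBP1, ULBP3, RAET1G, RAET1L and NECTIN2) are below 0 when scaled to ribosomal protein genes. That scaling lowers every log2 fold change by 0.23, so that they turn by the shift alone. ULBP1 is also below 0 with quantile normalization repeated. In the whole list, 1 was higher by at least 1.5-fold, and 0 passed adjusted over all genes or adjusted over the list alone. The list did not pass camera (median 0.18, adjusted p = 0.477). The log2 fold change of MICB was 0.87 without control replicate 1, 0.16 without control replicate 2, 0.24 without trabectedin replicate 1 and 0.79 without trabectedin replicate 2, while that of MICA ranged from 0.66 to 1.09 without single arrays. RAET1E was at 0.66 without trabectedin replicate 1 and at 0.14 without trabectedin replicate 2.

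**Figure D2:**
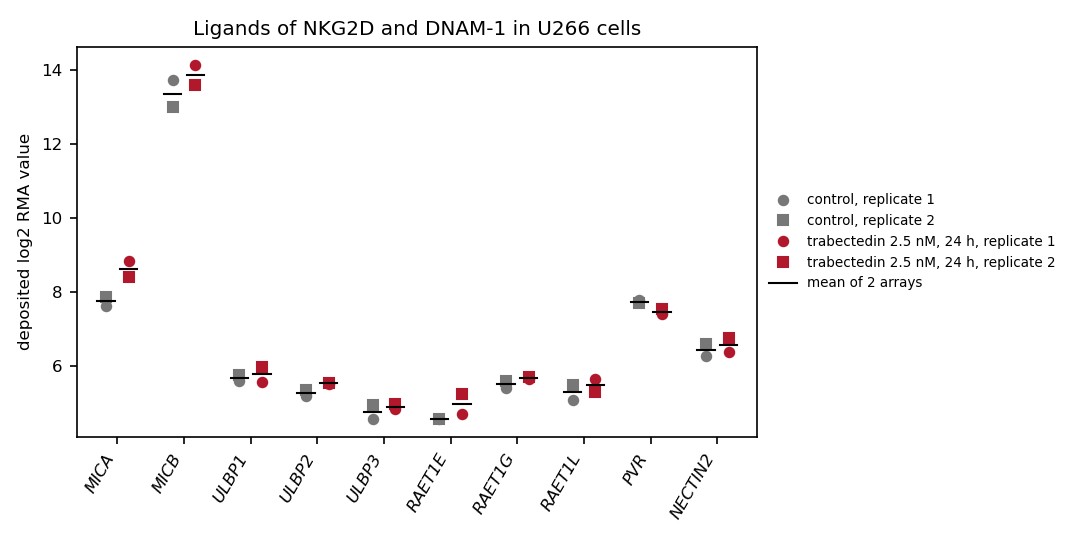
Deposited log2 RMA value (y axis) of each ligand gene (x axis) in U266 cells, with gray marks for control and red marks for trabectedin at 2.5 nM for 24 h, circles for replicate 1, squares for replicate 2 and a line at the mean of 2 arrays. Both red marks of MICA lie above its gray marks, around means of 8.62 and 7.75, whereas the marks of MICB overlap.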

We confirmed such changes at protein level in several MM cell lines by flow cytometry: as shown in Additional file 5: Figure S4E, the highest increase in MICA/B was found in OPM2 cells. Additionally, trabectedin treatment significantly upregulated ULBP1 expression in the majority of cell lines analyzed (Fig. 5a and Additional file 5: Figure S4E). To functionally assess the relevance of these modulations, a degranulation assay was performed by measuring CD107a expression on natural killer cells (NK-92 CI) co-cultured with MM cells (U266, MM1S, OPM2, and RPMI8226) exposed to trabectedin. In line with the entity of ligands upregulation, the strongest significant degranulation on NK-92 cells co-cultured with trabectedin-treated OPM2 was observed, followed by RPMI8226 and U266 (Fig. 5b and Additional file 5: Figure S4F). Conversely, no NK activation was observed in the presence of trabectedin-treated MM1S where the NK ligands were not upregulated.

**Fig. 5:**
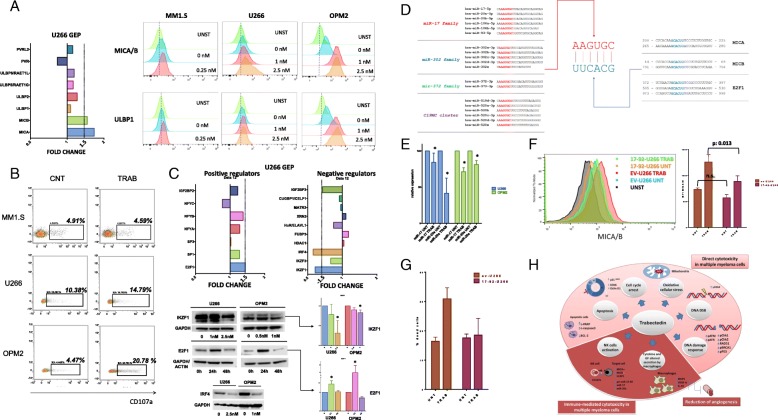
Trabectedin effects on MM recognition by innate immune system effectors. **a** On the left, expression levels of all known ligands of NK activating receptors derived from the results of the GEP of U266 treated with 2.5 nM of trabectedin. On the right, overlay histograms (scattered plots) underlying the modulation in MICA/B and ULBP1 expression in OPM2, U266, and MM1S, after trabectedin treatment. **b** Representative dot plot (of 3 different experiments) reporting the % of CD107a NK-92 after co-culture with different MM cells exposed to PBS or to 0.25 nM (MM1S), 1 nM (OPM-2), or 2.5 nM (U266) of trabectedin. **c** In the upper part, expression levels of negative or positive regulators of MICA/B derived from the results of the GEP of U266 treated with 2.5 nM of trabectedin. In the lower part, Western blot data showing protein expression of the previously identified MICA/B regulators: IKZF1, IRF4, and E2F1; the densitometric analysis of Western blot was performed on the triplicate blots for IKZF1 and E2F1 in both cell lines. **d** Sequences of miRNA families predicted to target at the same time the 3′UTR regions of MICA, MICB, and E2F1 (all upregulated after trabectedin treatment). These miRNAs present AAGUGC that interact with UUCACG motif of 3′UTR regions of previously reported genes. **e** Histograms reporting the expression of miR-17 and miR-20a in U266 and OPM2 cells untreated or exposed to 2.5 nM and 1 nM of trabectedin, respectively. **f** Overlay histogram reporting MICA/B expression in EV-U266 and 17-92-U266 cells alone or after treatment with 2.5 nM of trabectedin. On the right, histograms reporting the MFI of MICA/B of three different replicates. **g** Histograms showing apoptosis levels in EV-U266 as compared to 17-92-U266 after trabectedin treatment with 2.5 nM. **h** Cartoon representing the pleiotropic activity of trabectedin in MM, including direct cytotoxicity of trabectedin on MM cells, immune-modification of cytotoxicity on MM cells, and reduction of angiogenesis. *p < 0.05

### Trabectedin activity is dependent from perturbation of transcription factors and microRNAs networks

To investigate the transcriptional mechanisms underlying trabectedin-induced MICA/B upregulation in MM cells, we explored in our GEP analysis of U266 cells the mRNA expression of known transcription factors involved in MICA/B transcriptional modulation [34]. Among MICA/B-positive regulators, only E2F1 was significantly upregulated, while, among negative regulators, IRF4 and IKZF1 were downregulated in MM cell lines treated with trabectedin as compared to control (Fig. 5c). Additionally, we further observed a trabectedin-dependent increase of the transcription of CRBN, CUL4, and DDB2 genes, all involved in the ubiquitination of IKZF1 protein (Additional file 5: Figure S4G).

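Of the regulators of MICA/B shown in Fig. 5c, the positive regulator E2F1 had a higher mean with trabectedin and the negative regulators IKZF1 and IRF4 had lower means. E2F1, a transcription factor of the G1/S transition, went from 9.43 ± 0.48 (SD, n = 2) to 9.87 ± 0.35 (SD, n = 2) on the log2 scale, which is 1.36-fold (log2 fold change 0.44, standard error 0.29, limma adjusted p = 0.556), and its groups overlapped. IKZF1, the lymphoid transcription factor Ikaros, went from 8.87 ± 0.12 (SD, n = 2) to 8.03 ± 0.10 (SD, n = 2), which is 1.79-fold lower (log2 fold change -0.84, standard error 0.13, adjusted p = 0.0942). IRF4, a transcription factor on which myeloma cells depend, went from 14.38 ± 0.67 (SD, n = 2) to 13.58 ± 0.37 (SD, n = 2), which is 1.74-fold lower (log2 fold change -0.80, standard error 0.37, adjusted p = 0.424). IGF2BP3, an RNA-binding protein, was 1.49-fold lower (log2 fold change -0.58, standard error 0.11, adjusted p = 0.133). Its signal was low, with means of 5.96 in control and 5.38 with trabectedin, against a median over genes of 5.83 to 5.94 on the arrays. For IKZF1, IRF4 and IGF2BP3 both treated arrays lay below both control arrays, as they did in 3024 of the 22411 genes.
None of these regulators passed the test. With the replicate number as a block, IKZF1, IRF4 and IGF2BP3 passed by limma (adjusted p = 0.0295, 0.0391 and 0.0435), and E2F1 did not. Of the other positive regulators, NFYB was at 0.38 (standard error 0.12, adjusted p = 0.279), NFYA at 0.28, SP1 at 0.28, IGF2BP2 at 0.08, SP3 at 0.02 and NFYC at -0.23. Of the other negative regulators, IKZF3, the paralog of IKZF1, was at -0.34 (standard error 0.24, adjusted p = 0.574), ELAVL1 at -0.25, CELF1 at -0.09, XRN2 at 0.10 and FUBP3 at 0.18. Among the 200 genes nearest to IKZF1 in gene length and level the median log2 fold change was -0.20, and among those nearest to IRF4 it was 0.12. Without single arrays, the log2 fold change of IKZF1 lay between -0.92 and -0.76. IKZF3 then ranged from -0.57 to -0.10, ELAVL1 from -0.35 to -0.15, SP1 from 0.11 to 0.44 and NFYA from 0.17 to 0.39. The log2 fold change of E2F1 was 0.78 without control replicate 1, 0.10 without control replicate 2, 0.19 without trabectedin replicate 1 and 0.69 without trabectedin replicate 2. NFYB was above it without control replicate 2 (0.42) and without trabectedin replicate 1 (0.46). The log2 fold change of IRF4 was -0.33 without control replicate 1 and -1.27 without control replicate 2.

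**Figure D3:**
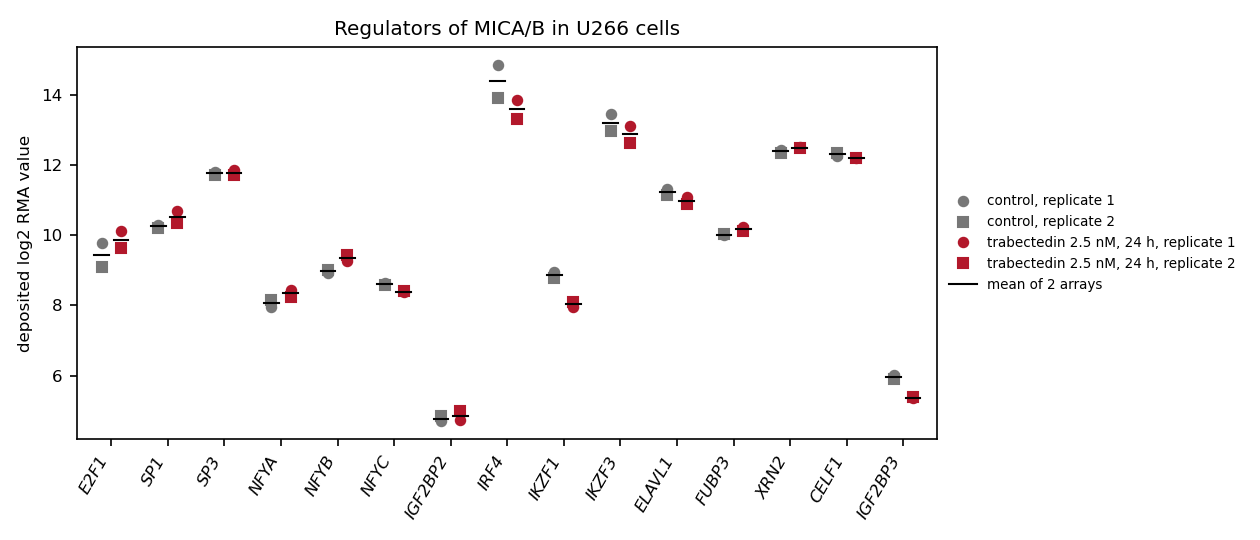
Deposited log2 RMA value (y axis) of each regulator gene (x axis) in U266 cells, with gray marks for control and red marks for trabectedin at 2.5 nM for 24 h, circles for replicate 1, squares for replicate 2 and a line at the mean of 2 arrays. IKZF1 and IRF4 have means of 8.03 and 13.58 with trabectedin against 8.87 and 14.38 in control, while the marks of E2F1 overlap.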

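The paper assigns CRBN, CUL4, DDB1 and DDB2 to the ubiquitin ligase through which lenalidomide leads to IKZF1 degradation. No lenalidomide was used for these arrays. The measured genes of this list had higher means with trabectedin, as had 15912 of the 22411 genes, and none passed the test. Scaling to ribosomal protein genes lowers every log2 fold change by 0.23, which takes CRBN, CUL4A and DDB1 below 0 by that shift alone. DDB1 is also below 0 with quantile normalization repeated, without control replicate 2 and without trabectedin replicate 1. DDB2, at 1.57-fold, had the largest difference of this list, while the others lay between 1.04-fold (DDB1) and 1.23-fold (CUL4B). CUL4B, a scaffold of the ligase, went from 10.40 ± 0.15 (SD, n = 2) to 10.70 ± 0.15 (SD, n = 2) on the log2 scale, which is 1.23-fold (log2 fold change 0.30, standard error 0.14, limma adjusted p = 0.441). CUL4A, the other scaffold, was 1.15-fold higher (log2 fold change 0.21, standard error 0.12, adjusted p = 0.518). CRBN, the substrate receptor that lenalidomide binds, went from 8.08 ± 0.11 (SD, n = 2) to 8.26 ± 0.13 (SD, n = 2), which is 1.13-fold (log2 fold change 0.18, standard error 0.13, adjusted p = 0.58). The adaptor DDB1 was at 0.06 (standard error 0.20, adjusted p = 0.896) and its groups overlapped. CUL4B was at 0.19 without control replicate 1 and without trabectedin replicate 1, CUL4A at 0.11 without trabectedin replicate 1 and CRBN at 0.09 without trabectedin replicate 2. Of the 5 measured genes of this list, 0 passed adjusted over all genes or adjusted over the list alone, and the list did not pass camera (median 0.21, adjusted p = 0.329).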

E2F1, IRF4, and IKZF1 modulations were confirmed at protein level in U266 and OPM2 cell lines after 48-h exposure to trabectedin (Fig. 5c). Interestingly, while statistically significant, IKZF1 downregulation is far less pronounced in OPM2 than in U266 cell line, while E2F1 upregulation is stronger in OPM2. This could reflect a different weight of the two signaling in NKG2D ligands upregulation.

Moreover, to explore the post-transcriptional mechanisms correlated to trabectedin exposure in the regulation of MICA/B expression, we sought to examine whether trabectedin could regulate the expression of miRNAs. Indeed, by targeting the 3′ untranslated region (3′-UTR) of different mRNAs at the same time and, consequently, modulating their translation into proteins, miRNAs have a pivotal role in regulating almost all cellular function, including immune response. Indeed, increasing evidence reports on their capability of modulating, among others, the susceptibility of tumor cells to NK cell-mediated lysis [35–37]. On this basis, the miRNA target prediction tool mirDIP (http://ophid.utoronto.ca/mirDIP) has been used to identify miRNAs predicted to target, at the same time, MICA, MICB, and E2F1 mRNAs (which we previously demonstrated, in our experiments, to be upregulated after trabectedin treatment). As shown in Fig. 5d, all these miRNAs belong to well-characterized families, namely miR-17, miR-302, miR-372, and C19MC, all part of an oncogenic signaling network characterized by the presence of an AAGUGC sequence [38]. Interestingly, all these miRNAs modulate DNA damage response and cell cycle progression.

Taking into account the prominent role of miR-17-92 cluster in MM [10, 39–41] and the already reported capability of miR-17 family to modulate the expression of NKG2D ligands [42–44], the effects of trabectedin on the expression levels of miR-17 and miR-20a (the two miRNAs of the miR-17-92 cluster belonging to the miR-17 family) has been evaluated. As described in Fig. 5e and in Additional file 5: Figure S4H, trabectedin exposure significantly downregulated pri-miR-17-92, miR-17, and miR-20a in both U266 and OPM-2 cell lines. Importantly, as a control for the selectivity of trabectedin activity, two additional mature miRNAs of the miR-17-92 cluster (miR-19b and miR-92a), but not belonging to the miR-17 family, were not modulated after treatment (Additional file 5: Figure S4I).

Next, to assessed the role of these miRNAs in the regulation of NKG2DL expression, U266 cells were lentivirally transduced to generate a pri-MiR-17-92 overexpressing MM cell line (17-92-U266) (Additional file 5: Figure S4J, reports expression levels of mature miRNAs after transduction). Interestingly, 17-92-U266 cells demonstrated a lower (but not significantly) baseline expression of MICA/B respect to empty vector U266 cells (EV-U266), which levels increased significantly less after trabectedin treatment (Fig. 5f). We further observed an increased resistance to trabectedin-induced direct cytotoxicity in 17-92-U266 cells as compared to empty vector: as shown in Fig. 5g and in Additional file: Figure S4K, 17-92-U266 cells were significantly more resistant to trabectedin-induced apoptosis as compared to EV-U266 cells. Overall, these findings indicate a role for miR-17 family in trabectedin-dependent NKG2D ligands upregulation in MM cells.

## Discussion

In this work, through a gene expression dataset meta-analysis, we demonstrated that among DNA repair systems, NER is the most upregulated in MM and it is strongly associated with patients’ prognosis. On these bases, for the first time, we decided to evaluate the activity of NER-targeting agent trabectedin in this setting. Trabectedin has been granted approval for the treatment of advanced soft tissue sarcoma and for relapsed ovarian cancer, while several studies are ongoing to evaluate its activity in other malignancies [28]. In our experimental models, it exerts strong anti-myeloma activity on cell lines and primary cells at nanomolar concentrations, both in conventional 2D and in advanced 3D models. Interestingly, a quick response to trabectedin was associated to a high expression of ERCC1 protein, thus confirming its already known role in trabectedin mechanism of action [22, 23]. Additionally, trabectedin showed a pleiotropic activity in MM, which includes DNA DSBs generation, cell cycle arrest, exacerbation of cellular stress, reduction of angiogenesis, and immunomodulation (Fig. 5h). Regarding the latters, two different aspects have been of our interest. Several studies showed that trabectedin has significant effects on tumor microenvironment by impairing tumor-associated macrophages [32, 33]. Accordingly, in 3D Matrigel-spheroids, monocytes promoted MM cells viability and proliferation, which are strongly reduced by trabectedin. In the same setting, trabectedin modulated the pro-inflammatory cytokine/chemokine network by reducing MCP1, VEGF-A, and IL-10 which functionally translated into a decrease of pro-angiogenic potential. These effects are of particular relevance taking into account the role of inflammation and angiogenesis in MM [12, 45]. A relevant finding is, in our opinion, the triggering activity of trabectedin on the innate immune response against MM by increased expression of NKG2D ligands MICA/B and ULBP1. The relevance of NK response in MM pathogenesis has been deeply investigated [37, 46, 47], and in patients, a downregulation of surface expression of MICA on malignant plasma cells or a decline in NK-dependent immune-surveillance has been observed when MGUS progresses to symptomatic MM [48, 49]. Furthermore, the expression of killer cell inhibitory receptor (KIR) ligands, such as MHC class I, increases in advanced disease, impairing the balance between stimulatory and inhibitory signaling to promotion of NK inactivation [48]. Moreover, most of the anti-MM activity of immune-modulatory agents (IMiDs) has been attributed to their capability to induce proliferation and activation of NK cells [50]. Along this line, our study provides novel evidence that trabectedin-treated MM cells are more recognizable by innate immune effectors and that the drug strongly induces NK cell activation. These results are consistent with previous evidence reporting that low doses of doxorubicin or melphalan are able to increase NK activating receptors ligands with a mechanism dependent on DNA damage response [8].

In our work, we further investigated the regulatory network underlying trabectedin-mediated NKG2D ligands upregulation in MM. To this aim, the expression levels of all known MICA/B regulatory factors were evaluated by GEP and validated at protein level. Our results showed that trabectedin increased the expression level of the MICA/B-positive regulator E2F1 and reduced the expression of the negative regulators IRF4 and IKZF1. These findings are in line with recent reports where the phosphorylation of the kinases ATM/ATR, together with the production of ROS, induced the activation of E2F1 that, in turn, could promote MICA, MICB, and PVR transcription [51]. Additionally, the inhibition of IRF4 and IKZF1/3 by several drugs such as bromodomain and extra terminal domain inhibitors (BETi) and IMiDs has been found to induce MICA and PVR transcription [7, 52].

The mechanism through which trabectedin could affects E2F1, IRF4, and IKZF1 expression still remains elusive. Several reports in this field suggest the existence of possible networks between all these molecules that could account for the fine and reciprocal regulation we observed in this study [53–56]. Specifically, CUL4A, one of the four components (together with DDB1, CRBN, and DDB2) of a complex ubiquitination machinery responsible for lenalidomide-induced IKZF1 and IKZF3 degradation, has been demonstrated to be necessary for trabectedin activity [56]. Additionally, we observed an upregulation of three of the four genes of the ubiquitination machinery after trabectedin treatment. However, the strong activation of caspase 3 quickly induced by trabectedin treatment may account for the degradation of IKZF1 [57], with a mechanism that is independent from CRBN expression (differently from what observed with IMiDs). Both mechanisms could than contribute to IKZF1 downregulation that in turn inhibits IRF4 expression at transcriptional level [58], reducing the repressive regulation on MICA/B promoter.

On the other side, E2F1 has been demonstrated to be induced in response to several DNA-damaging agents, including UV radiation and a number of chemotherapeutic drugs [59]. This translates in an increase in protein stability and in some cases apoptosis [59]. Furthermore, taking into account that reprogramming the immune response requires rapid changes at both transcriptional and post-transcriptional level, we hypothesized a role for miRNAs in finely tuning this regulatory network. By using miRNA target prediction tools, miR-17 family has been identified as the most relevant in MM biology predicted to target at the same time MICA, MICB, and E2F1. We then confirmed that trabectedin downregulates miR-17 and miR-20a in MM cells and that miR-17-92 stable overexpression produced by a lentiviral construct reduces trabectedin-dependent upregulation of NKG2D ligands, making MM cells resistant to drug-induced apoptosis. The latter result appears to be in line with recent findings where miR-17-92 upregulation was found to be associated with resistance to trabectedin [60]. Additionally, the downregulation of miR-17 and miR-20a may further increase the upregulation of E2F1 [10], contributing to cell cycle arrest, and MICA/B surface expression. Thus, trabectedin could induce E2F1 upregulation through both DNA damage and miR-17 and miR-20a downregulation. However, the mechanism by which trabectedin reduces miR-17-92 transcription and impairs the miR-17-92/E2F1 auto-regulatory loop [61, 62] is currently under investigation.

## Conclusion

Altogether, our results demonstrated a potent and pleiotropic preclinical activity of trabectedin in multiple myeloma. Specifically, we here demonstrated an overexpression of NER genes in malignant MM plasma cells that strongly correlates with patients’ prognosis. Accordingly, we found that trabectedin exerts cytotoxicity on both MM cell lines (including drug-resistant derivatives) and primary MM patients derived cells at nanomolar concentrations, by inducing apoptosis, as confirmed by upregulation of caspase3 and downregulation of BCL-2, and cell cycle arrest increasing S-phase. Trabectedin also induces ROS production, with activation of stress response pathways, and DNA damage, enhancing the cytotoxic effect on MM cells. Importantly, trabectedin overcomes microenvironment-induced resistance, impairs MM-macrophages-mediated neo-angiogenesis, and induces NKG2D ligands upregulation enhancing NK-mediated killing. On the basis of these findings, trabectedin emerges as a new potential agent for the treatment of MM that deserves further translational and clinical investigation.

## Additional files

Additional file 1: **Table S1.** List of genes included in DNA repair systems.

Additional file 2: **Figure S1.** **A** Meta-analysis of 4 different GEP datasets of MM comparing the expression levels of genes belonging to different DNA-repair pathways (BER, MMR, HR, c-NHEJ, a-NHEJ, FA) in PCs from MM patients with PCs from healthy donors. **B** For each panel: on the left, forest plot showing the results of the multivariate COX regression analysis performed on all genes included in the specific DNA repair system. On the right, Kaplan-Meyer curve report results of prognostic system in which patients were divided into “low” and “high” risk group, according to the expression of genes identified by previous multivariate analysis.

Additional file 3: **Figure S2.** **A** Dot plots reporting pro-apoptotic activity of trabectedin after 24 h treatment in primary myeloma cells from three different patients. On the right, histogram reporting the % of viable cells. **B** Western blot images of a panel of 12 MM cell lines representing proteins belonging to NER pathway, which not exhibited a pattern associated with response to trabectedin. **C** Expression of the genes belonging to the NER pathway obtained by interrogating 2 different publicly available datasets (GSE68379 and GSE6205) including several MM cell lines used in our in vitro experiments. Cell lines segregate, in an unsupervised hierarchical clustering, accordingly to their response to trabectedin. **D** Dot plots of apoptotic activity of trabectedin in OPM2 and MM1S in presence (right) or absence (left) of monocytes, treated with 1 nM and 0.1 nM of the trabectedin, respectively in 3D model. **E** Unsupervised hierarchical clustering demonstrating that both duplicates achieved comparable results. In green cluster: trabectedin treated U266; in yellow cluster: control U266. **F** Shows the first 9 results of the gene set enrichment analysis according to their ranking. Importantly, 5/9 gene-sets affected involves DNA damages. Additionally, GSEA correctly identified that the whole transcriptome modulation may be dependent upon trabectedin treatment. *: *p* < 0.05.

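Over the 22411 genes, Pearson's r between the arrays was 0.992 for control replicates 1 and 2 and 0.992 for trabectedin replicates 1 and 2. Between treatments it was 0.986 for the arrays numbered 1, 0.992 for those numbered 2, 0.984 for control replicate 1 with trabectedin replicate 2, and 0.985 for control replicate 2 with trabectedin replicate 1. Genes are not independent replicates, so that no p belongs to these values. Average-linkage clustering on 1 minus r split the arrays by treatment over all genes, over the 11205 genes above the median level and over the 1665 genes of at least 1.5-fold, which were chosen for their difference. Over all 67528 transcript clusters, an alternative chosen after seeing the data, it did not, as control replicate 2 and trabectedin replicate 2 (r = 0.989) were slightly closer than the pair of trabectedin arrays (r = 0.989).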

Additional file 4: **Figure S3.** **A** GSEA results according to clueGO grouped by functions dependent on upregulated or downregulated genes. **B** Genes belonging to NER pathway resulted to be upregulated following trabectedin treatment in U266. Below, western blot to confirm DDB2 upregulation in 2 different cell lines.

Additional file 5: **Figure S4.** **A** Western blot showing expression levels of anti-apoptotic proteins BCL-2 and MCL-1 in U266 and MM1S treated with different doses of trabectedin. **B** Representative dot plot of apoptosis induction and ROS production in U266 and MM1S cells after trabectedin-treatment respect to control, in presence or absence of ascorbic acid. **C** Western blot reporting protein expression of cell-cycle and DNA-damage regulators (p21, p-Chk2, RAD51 and gH2AX) in OPM2 cell line, after trabectedin treatment. **D** Representative immunohistochemistry showing gamma-h2ax foci (in brown) in the nuclei of U266 cells growth in matrigel-based spheroids, after 2.5 nM trabectedin treatment. **E** Surface expression of MICA/B and ULBP1 in U266, OPM2, RPMI8226 and MM1S cells treated with different concentrations of trabectedin for 48 h. All results represent the mean of at least 3 different individual experiments. **F** Dot plots report CD107a surface expression on NK-92 CI co-cultured with RPMI8226 untreated and exposed to trabectedin for 48 h. In the lowest part, histogram reporting the mean of the CD107a expression on NK92 co-cultured with U266 and OPM2 in 3 different experiments. **G** Gene expression levels of CRBN, CUL4 and DDB2 genes, all involved in the ubiquitination of IKZF1 protein, extracted from our gene expression profiling performed on U266 after 24 exposure to trabectedin. **H** Expression of pri-miR-17-92 in U266 and OPM2 in both cell lines after trabectedin treatment (2.5 Nm for U266 and 1 nM for OPM2). **I** Expression of miR-19b and miR-92a in U266 and OPM2 in absence or presence of trabectedin. These miRNAs do not belong to miR-17 family and were used as control for trabectedin specific activity. **J** Expression levels of mature miRNAs belonging to miR-17-92 cluster in stably pri-miR-17-92 overexpressing U266. **K** Representative dot plot of apoptotic activity of trabectedin treatment (2 .5nM) in 17–92-U266 cells respect to EV-U266 cells. *: *p* < 0.05.

## Abbreviations

a-NHEJ: Alternative non-homologous and joining
BER: Base excision repair
BM: Bone marrow
c-NHEJ: Classical non-homologous and joining
CoMMpass: Relating Clinical Outcomes in MM to Personal Assessment of Genetic Profile
DDR: DNA damage response
DSBs: Double-strand breaks
EC: Expression console
ECL: Enhanced chemiluminescence
ES: Enrichment score
FBS: Fetal bovine serum
GEP: Gene expression profiling
GSEA: Gene set enrichment analysis
HD: Healthy donors
HR: Homologous recombination
IMiDs: Immune-modulatory drugs
MM: Multiple myeloma
MMP: Mitochondrial membrane potential
MMR: Mismatch repair
NER: Nucleotide excision repair
NES: Normalized enrichment score
NK: Natural killer
OS: Overall survival
P/S: Penicillin/streptomycin
PBMCs: Peripheral blood mononuclear cells
PCs: Plasma cells
PFS: Progression-free survival
PIs: Proteasome inhibitors
ROS: Reactive oxygen species
RT-PCR: Real-time polymerase chain reaction
tRNA: Total RNA

# Supplementary material for: Trabectedin triggers direct and NK-mediated cytotoxicity in multiple myeloma
**Source:** J Hematol Oncol. 2019 Mar 21;12:32. doi: 10.1186/s13045-019-0714-9
**Supplement:** Supplementary file 2 — Figure S1. A Meta-analysis of 4 different GEP datasets of MM comparing the expression levels of genes belonging to different DNA-repair pathways (BER, MMR, HR, c-NHEJ, a-NHEJ, FA) in PCs from MM patients with PCs from healthy donors. B For each panel: on the left, forest plot showing the results of the multivariate COX regression analysis performed on all genes included in the specific DNA repair system. On the right, Kaplan-Meyer curve report results of prognostic system in which patients were divided into “low” and “high” risk group, according to the expression of genes identified by previous multivariate analysis.

Figure S1

A

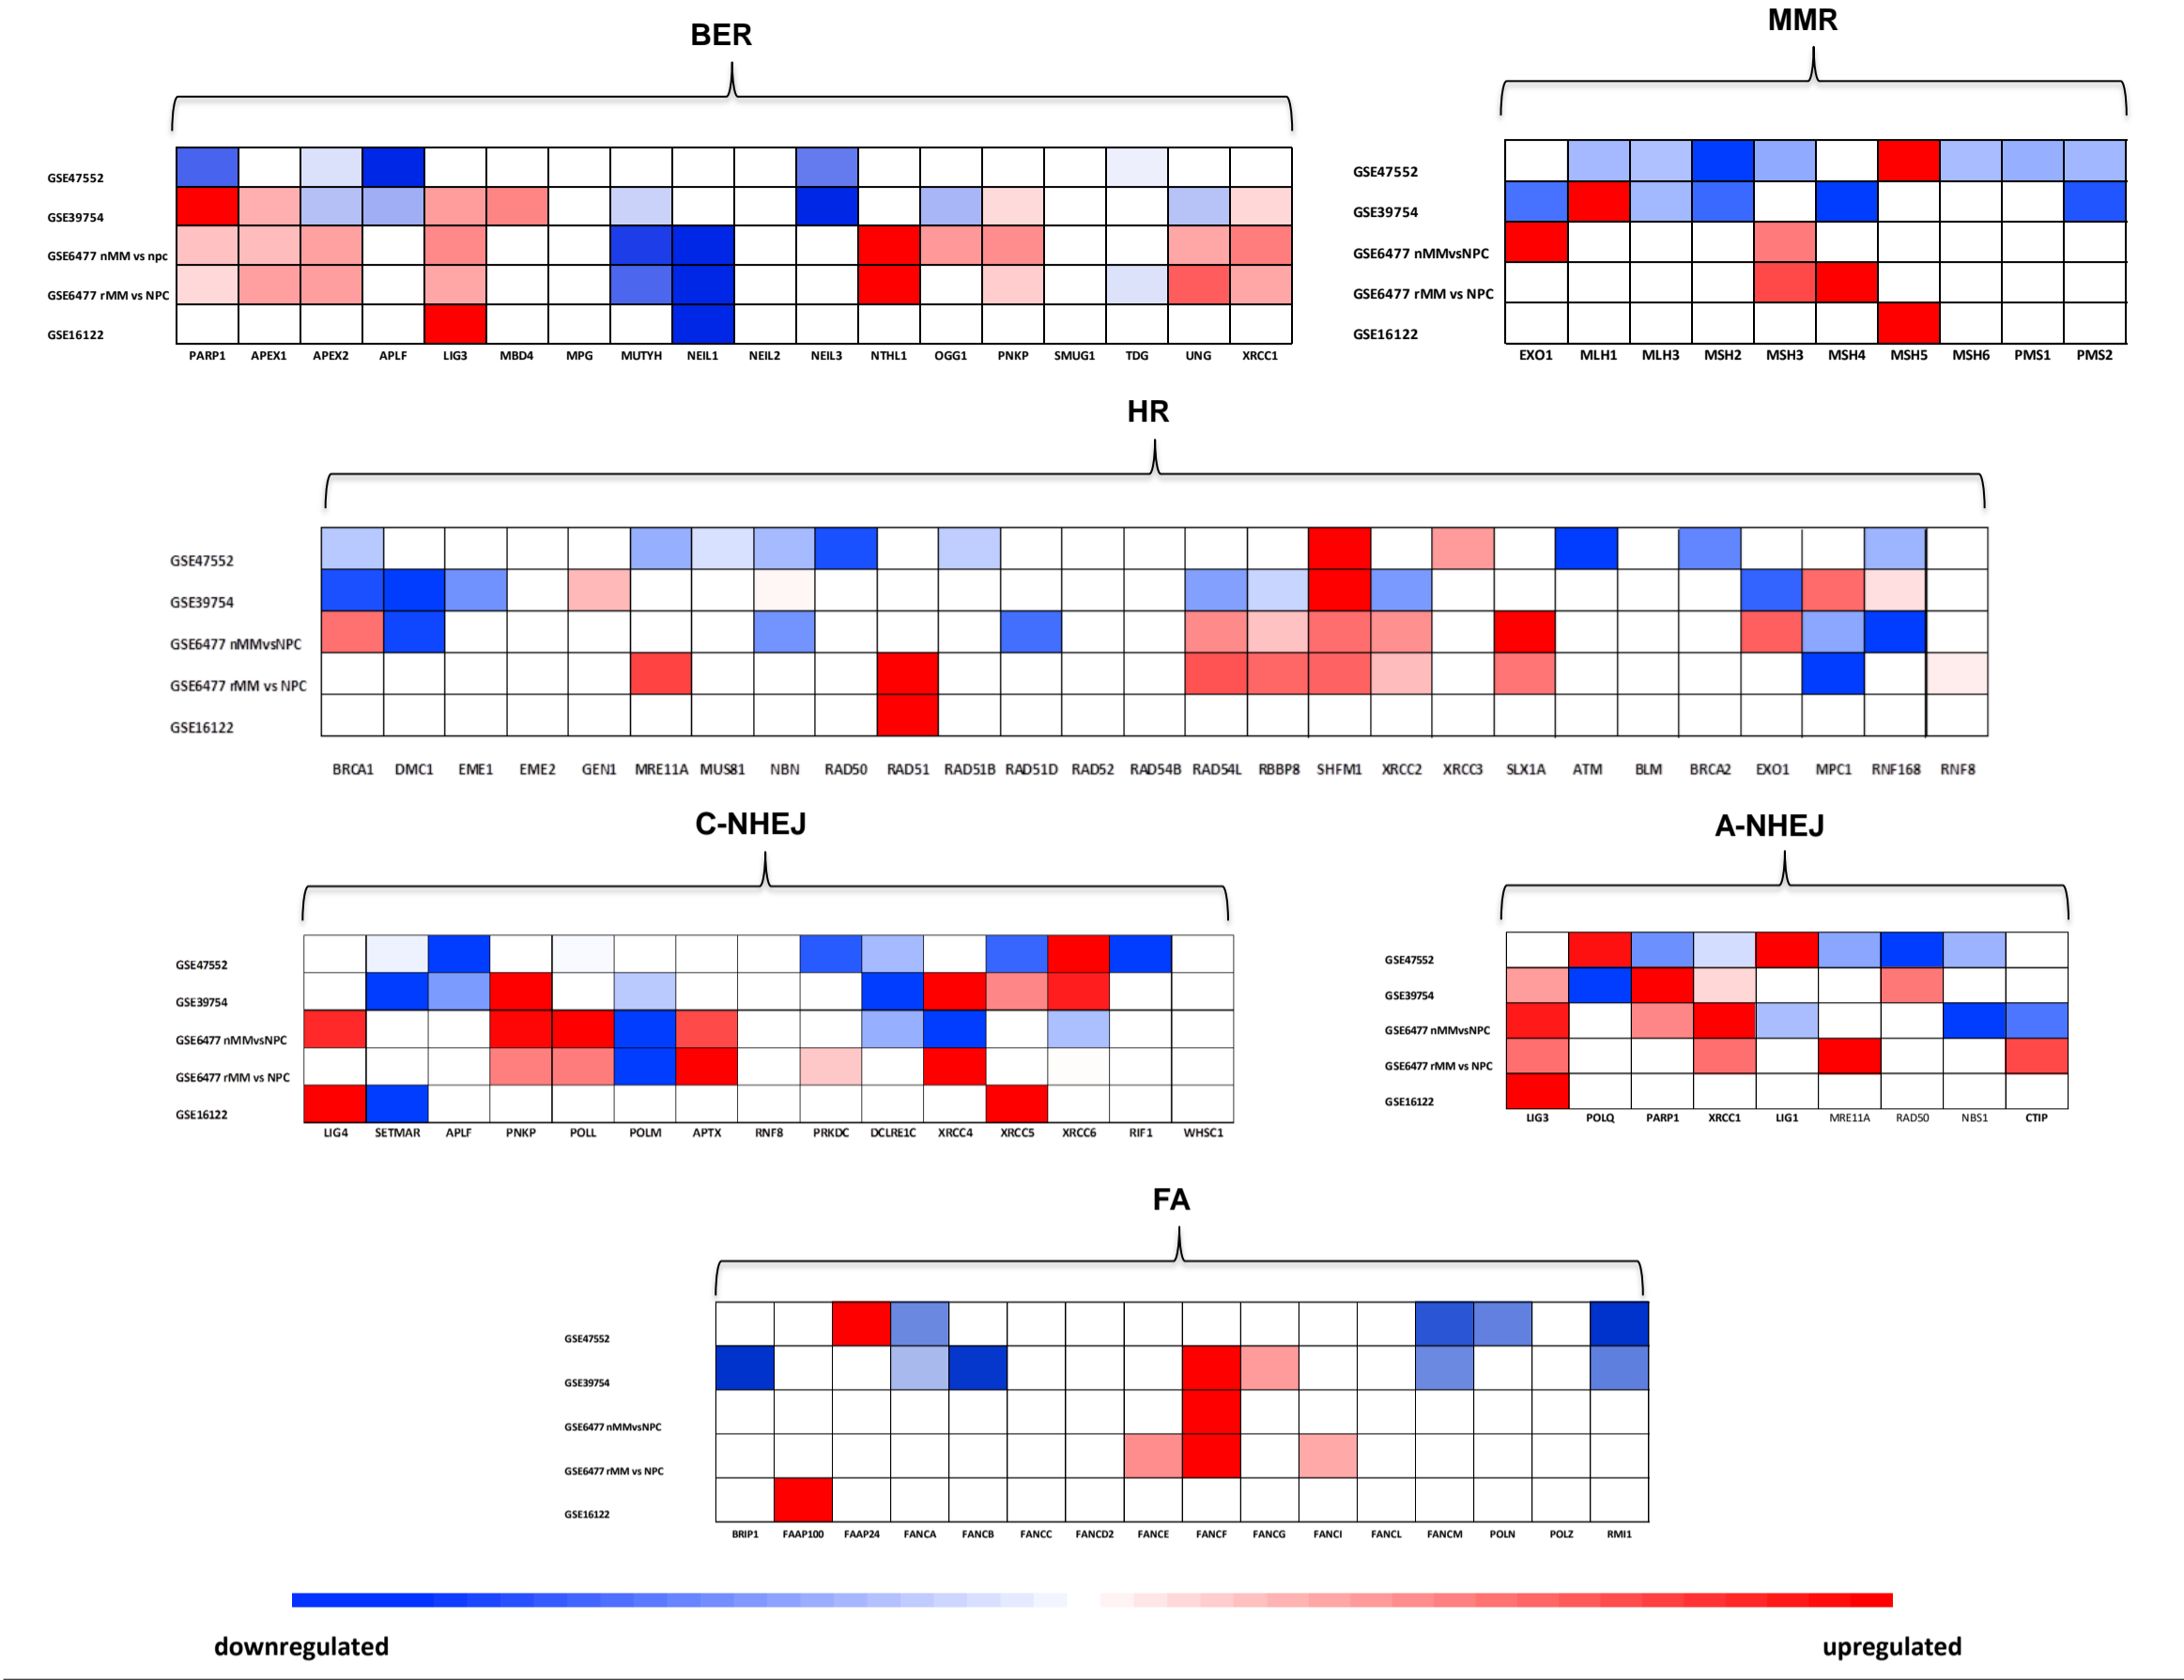

B

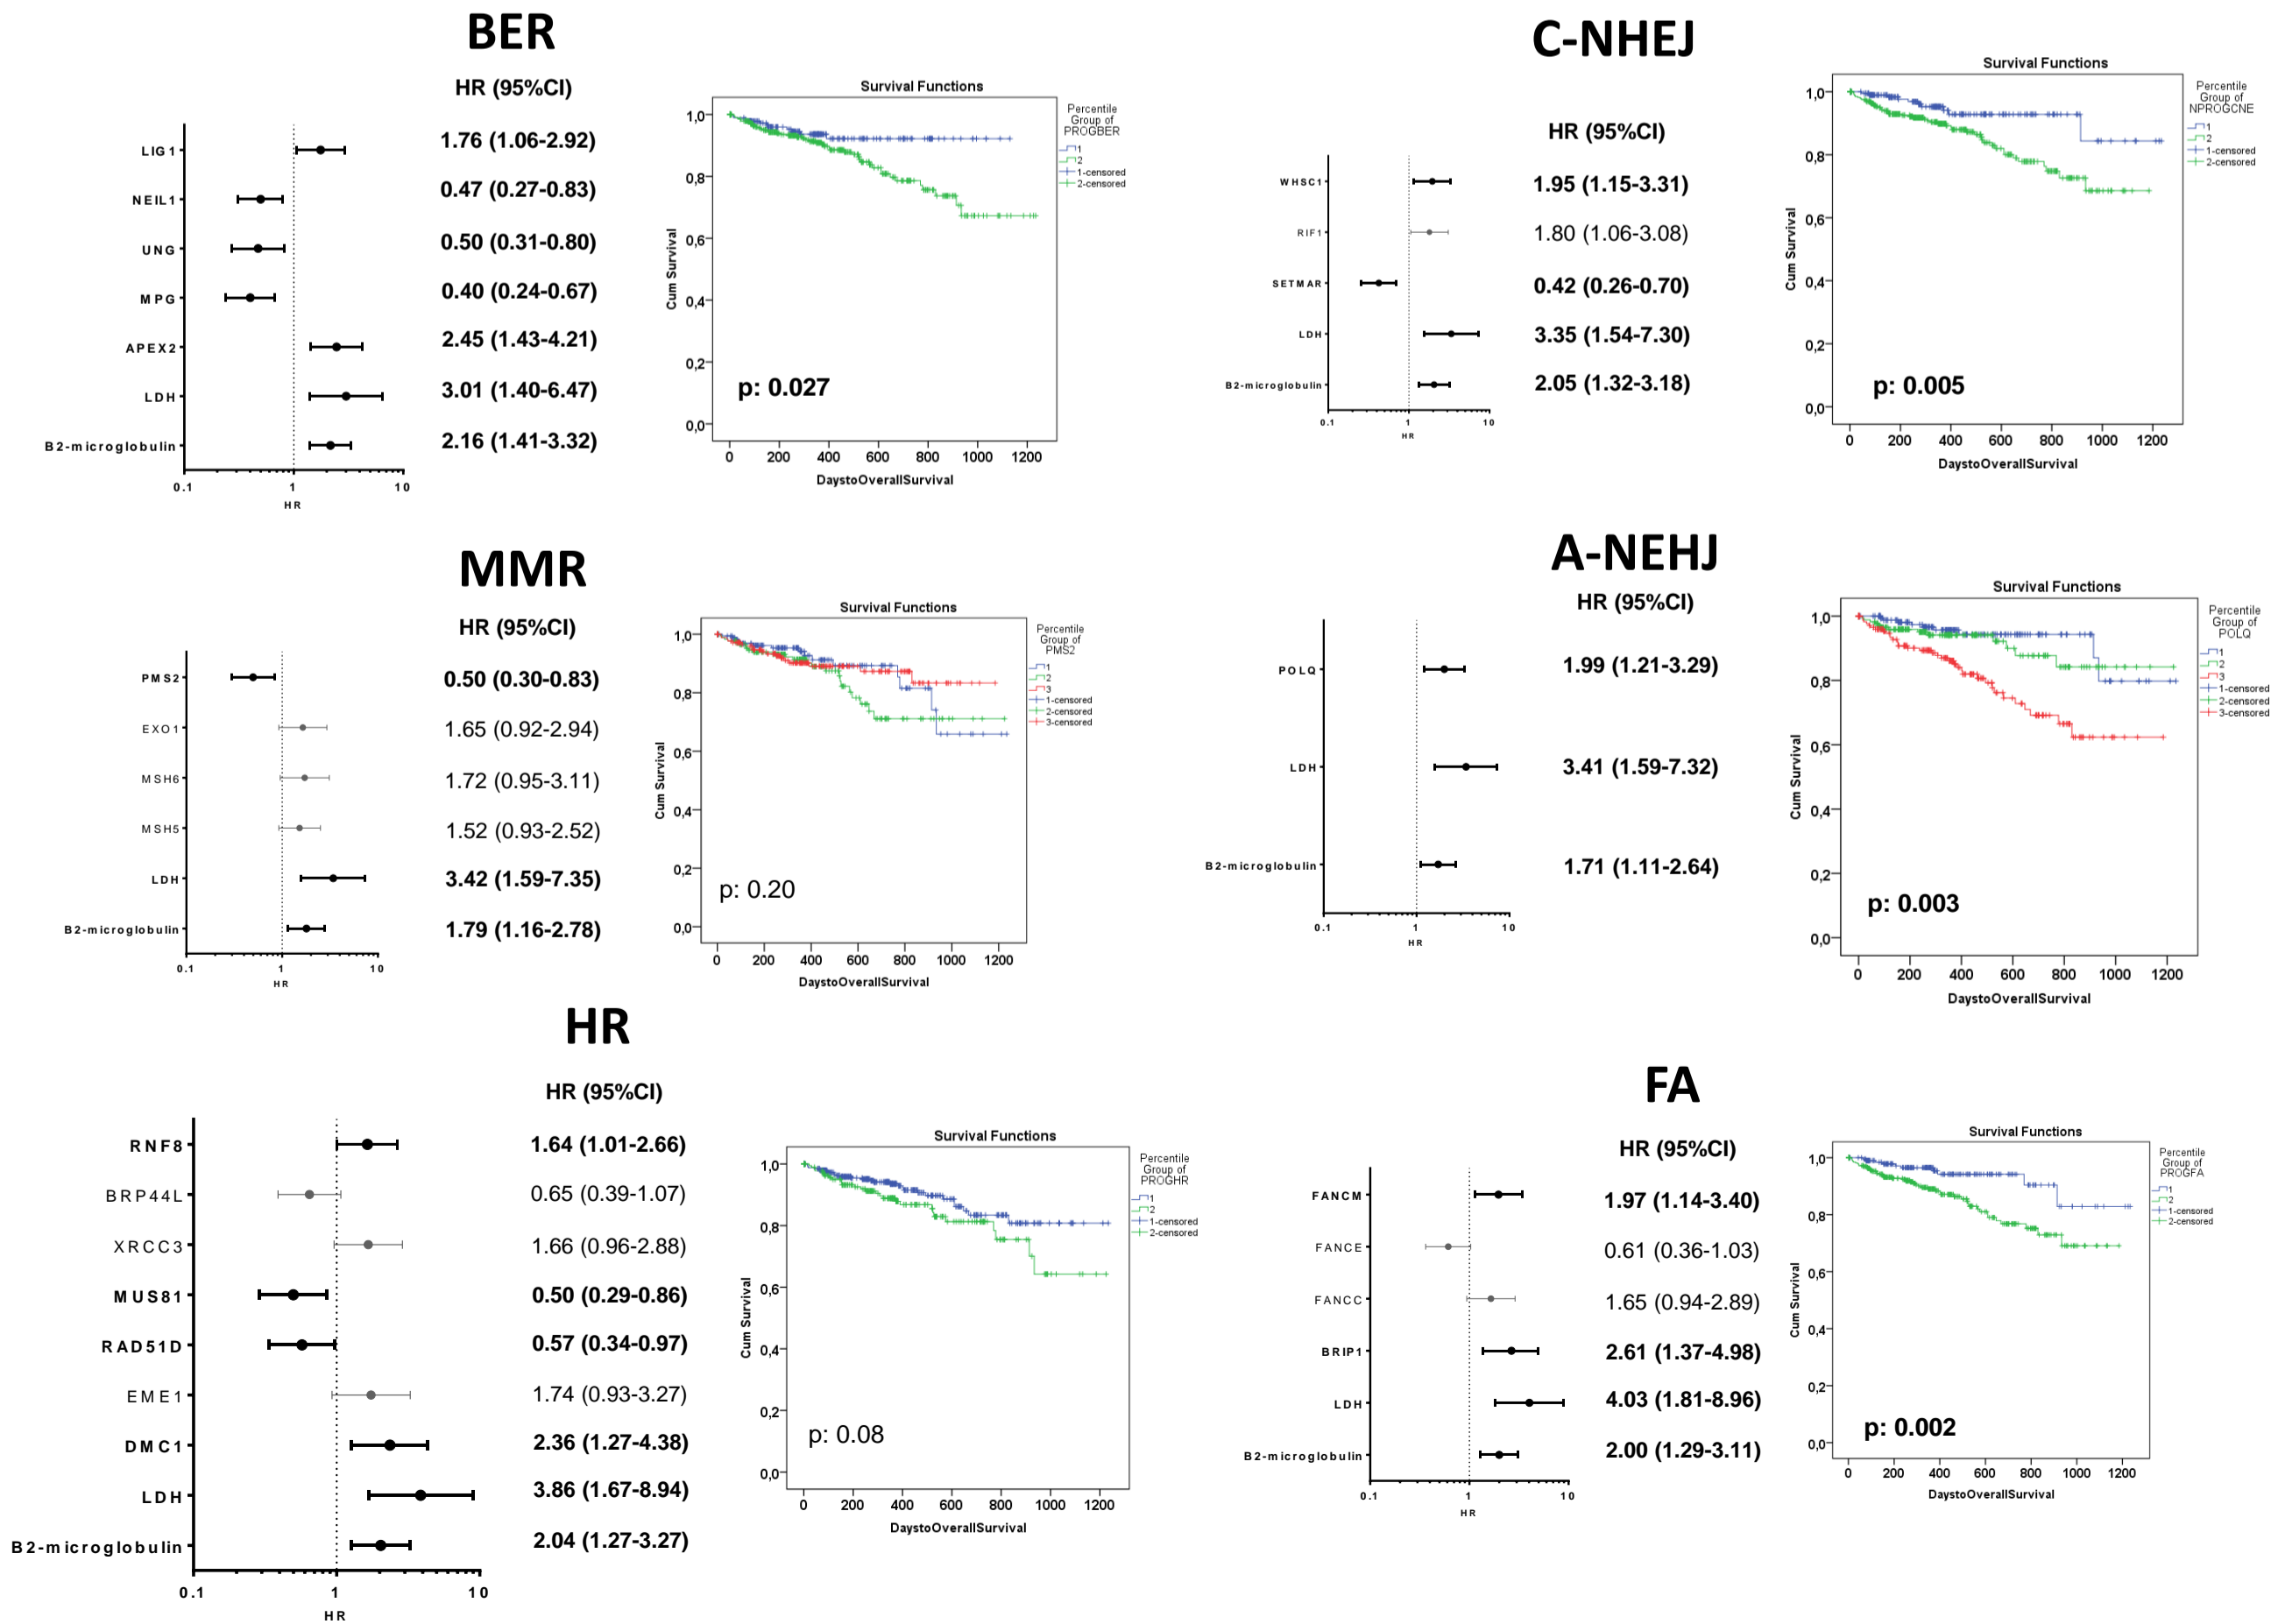

MMR

PMS2

EXO1

MSH6

MSH5

LDH

B2-microglobulin

HR (95%CI)

0.50 (0.30-0.83)

1.65 (0.92-2.94)

1.72 (0.95-3.11)

1.52 (0.93-2.52)

3.42 (1.59-7.35)

1.79 (1.16-2.78)

Survival Functions

DaystoOverallSurvival

Cum Survival

p: 0.20

A-NEHJ

POLQ

LDH

B2-microglobulin

HR (95%CI)

1.99 (1.21-3.29)

3.41 (1.59-7.32)

1.71 (1.11-2.64)

Survival Functions

DaystoOverallSurvival

Cum Survival

p: 0.003

HR

RNF8

BRP44L

XRCC3

MUS81

RAD51D

EME1

DMC1

LDH

B2-microglobulin

HR (95%CI)

1.64 (1.01-2.66)

0.65 (0.39-1.07)

1.66 (0.96-2.88)

0.50 (0.29-0.86)

0.57 (0.34-0.97)

1.74 (0.93-3.27)

2.36 (1.27-4.38)

3.86 (1.67-8.94)

2.04 (1.27-3.27)

Survival Functions

DaystoOverallSurvival

Cum Survival

p: 0.08

FA

FANCM

FANCE

FANCC

BRIP1

LDH

B2-microglobulin

HR (95%CI)

1.97 (1.14-3.40)

0.61 (0.36-1.03)

1.65 (0.94-2.89)

2.61 (1.37-4.98)

4.03 (1.81-8.96)

2.00 (1.29-3.11)

Survival Functions

DaystoOverallSurvival

Cum Survival

p: 0.002

# Supplementary material for: Trabectedin triggers direct and NK-mediated cytotoxicity in multiple myeloma
**Source:** J Hematol Oncol. 2019 Mar 21;12:32. doi: 10.1186/s13045-019-0714-9

Figure S2

A

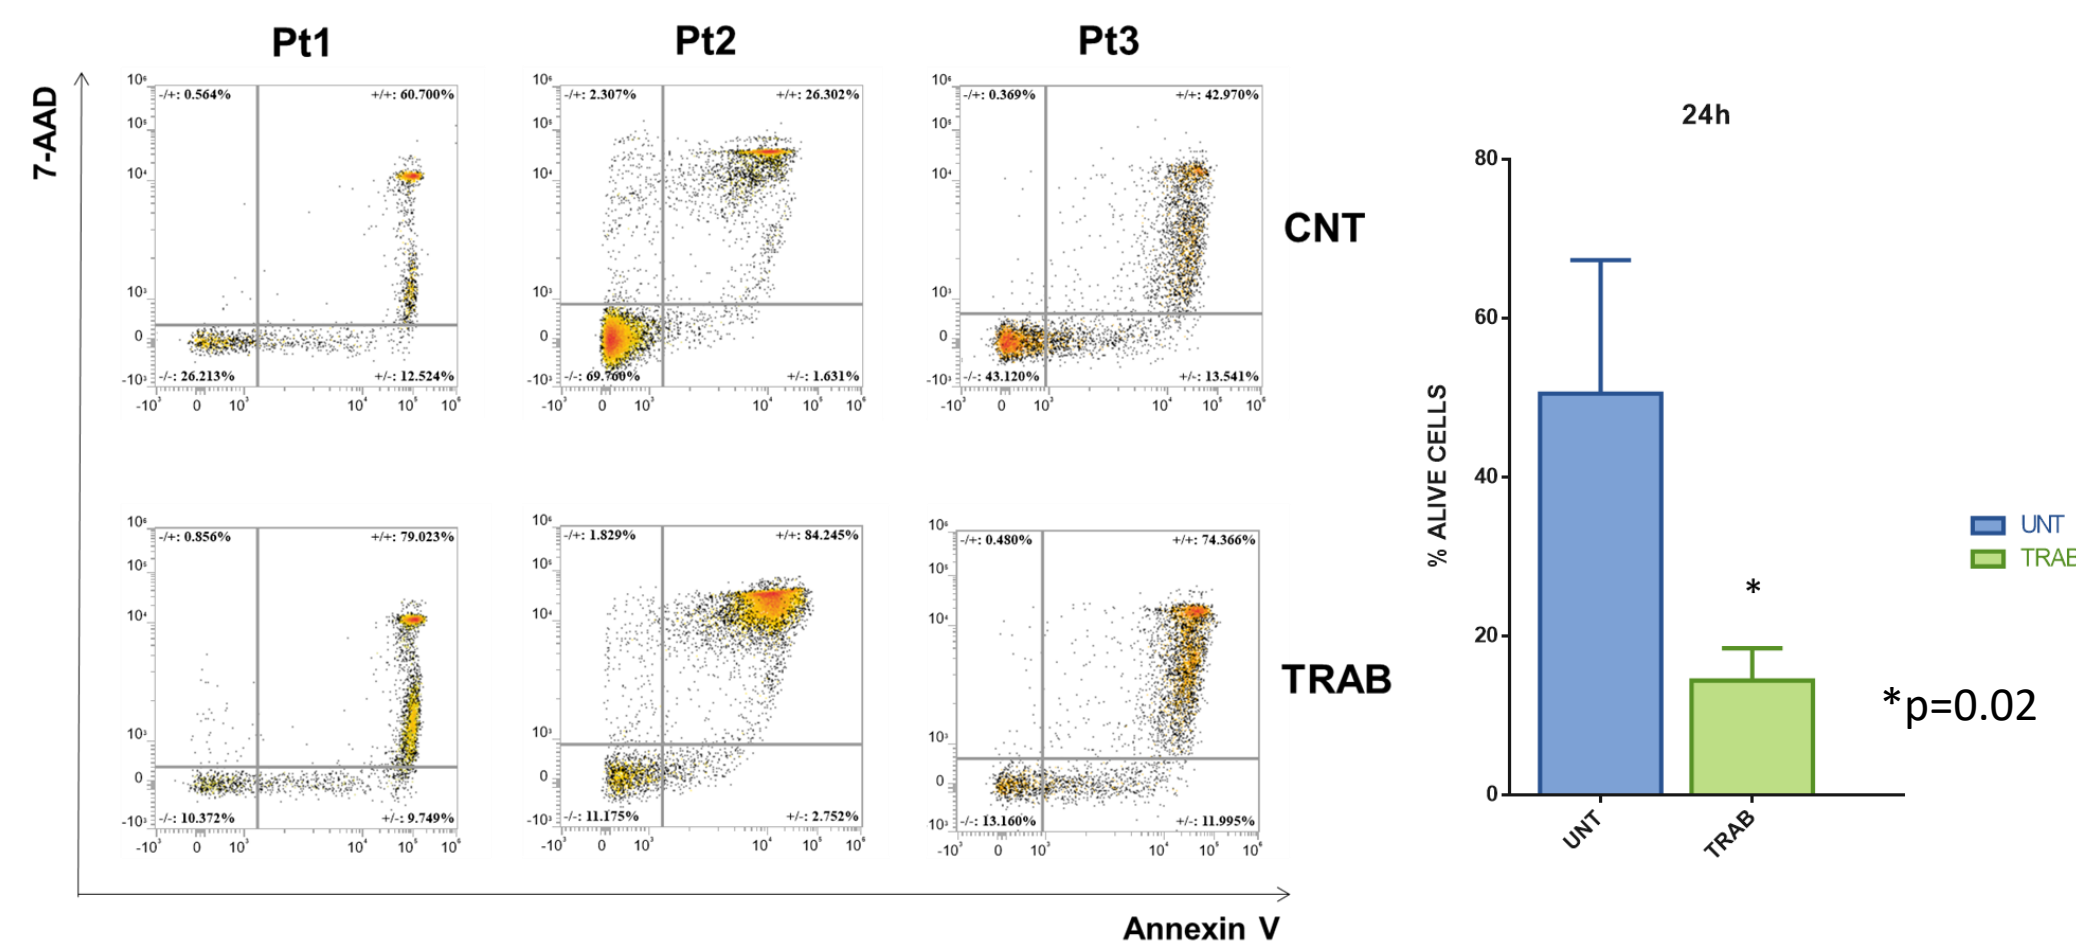

B

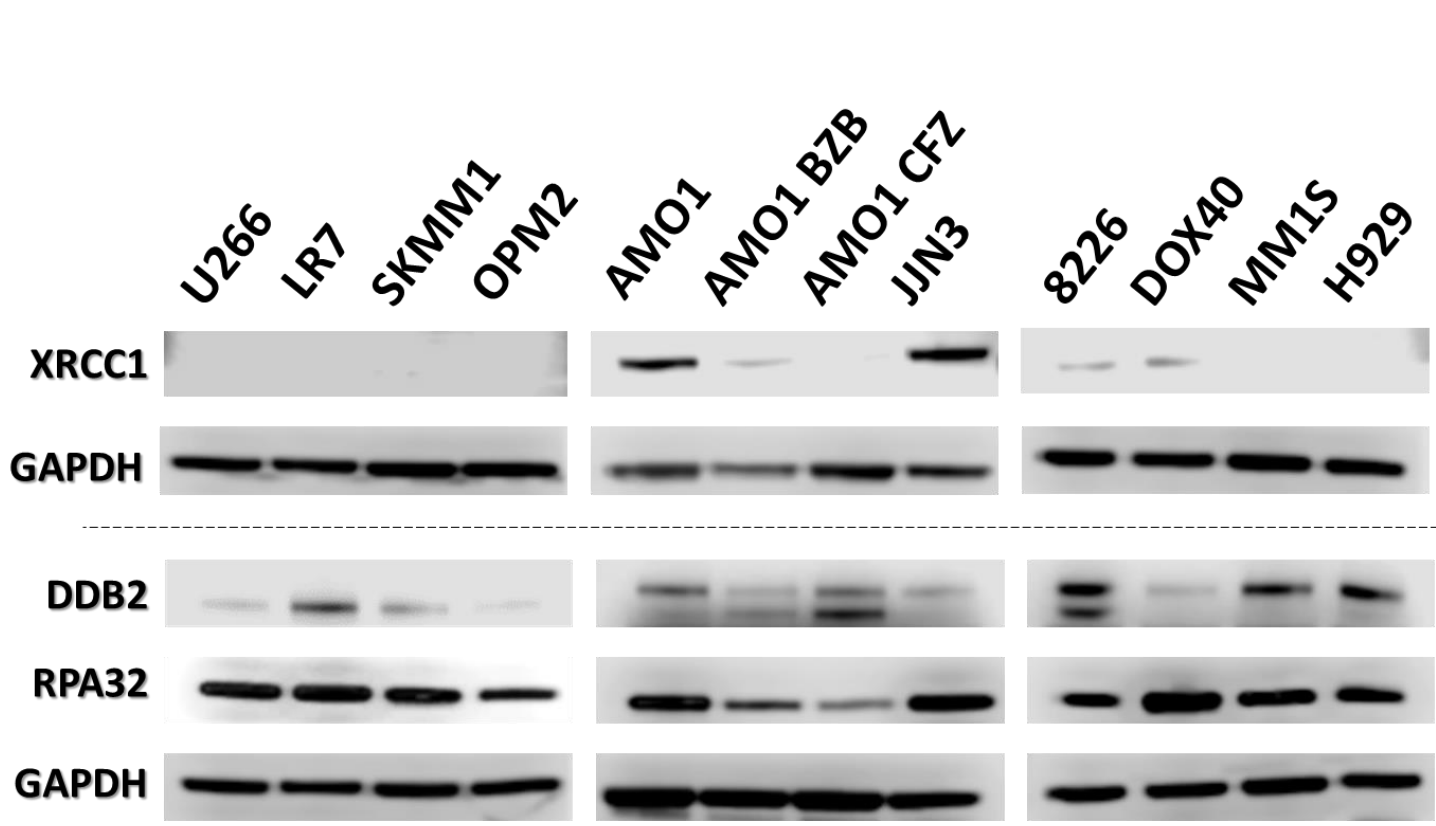

C

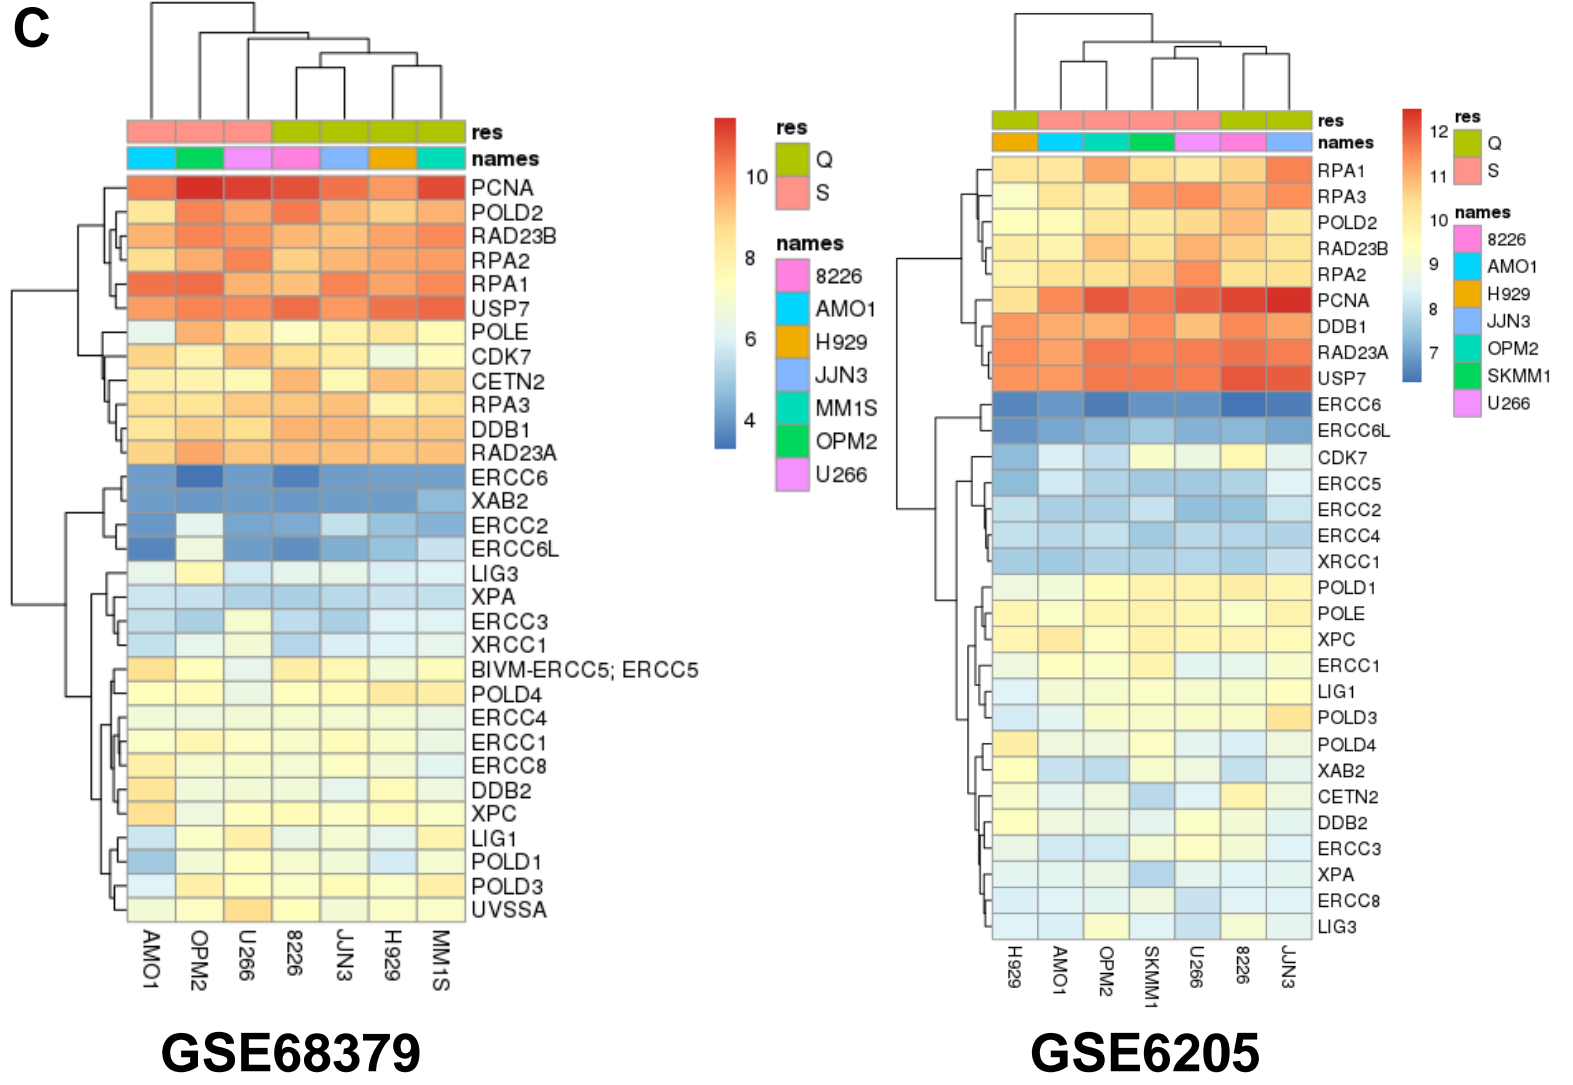

D

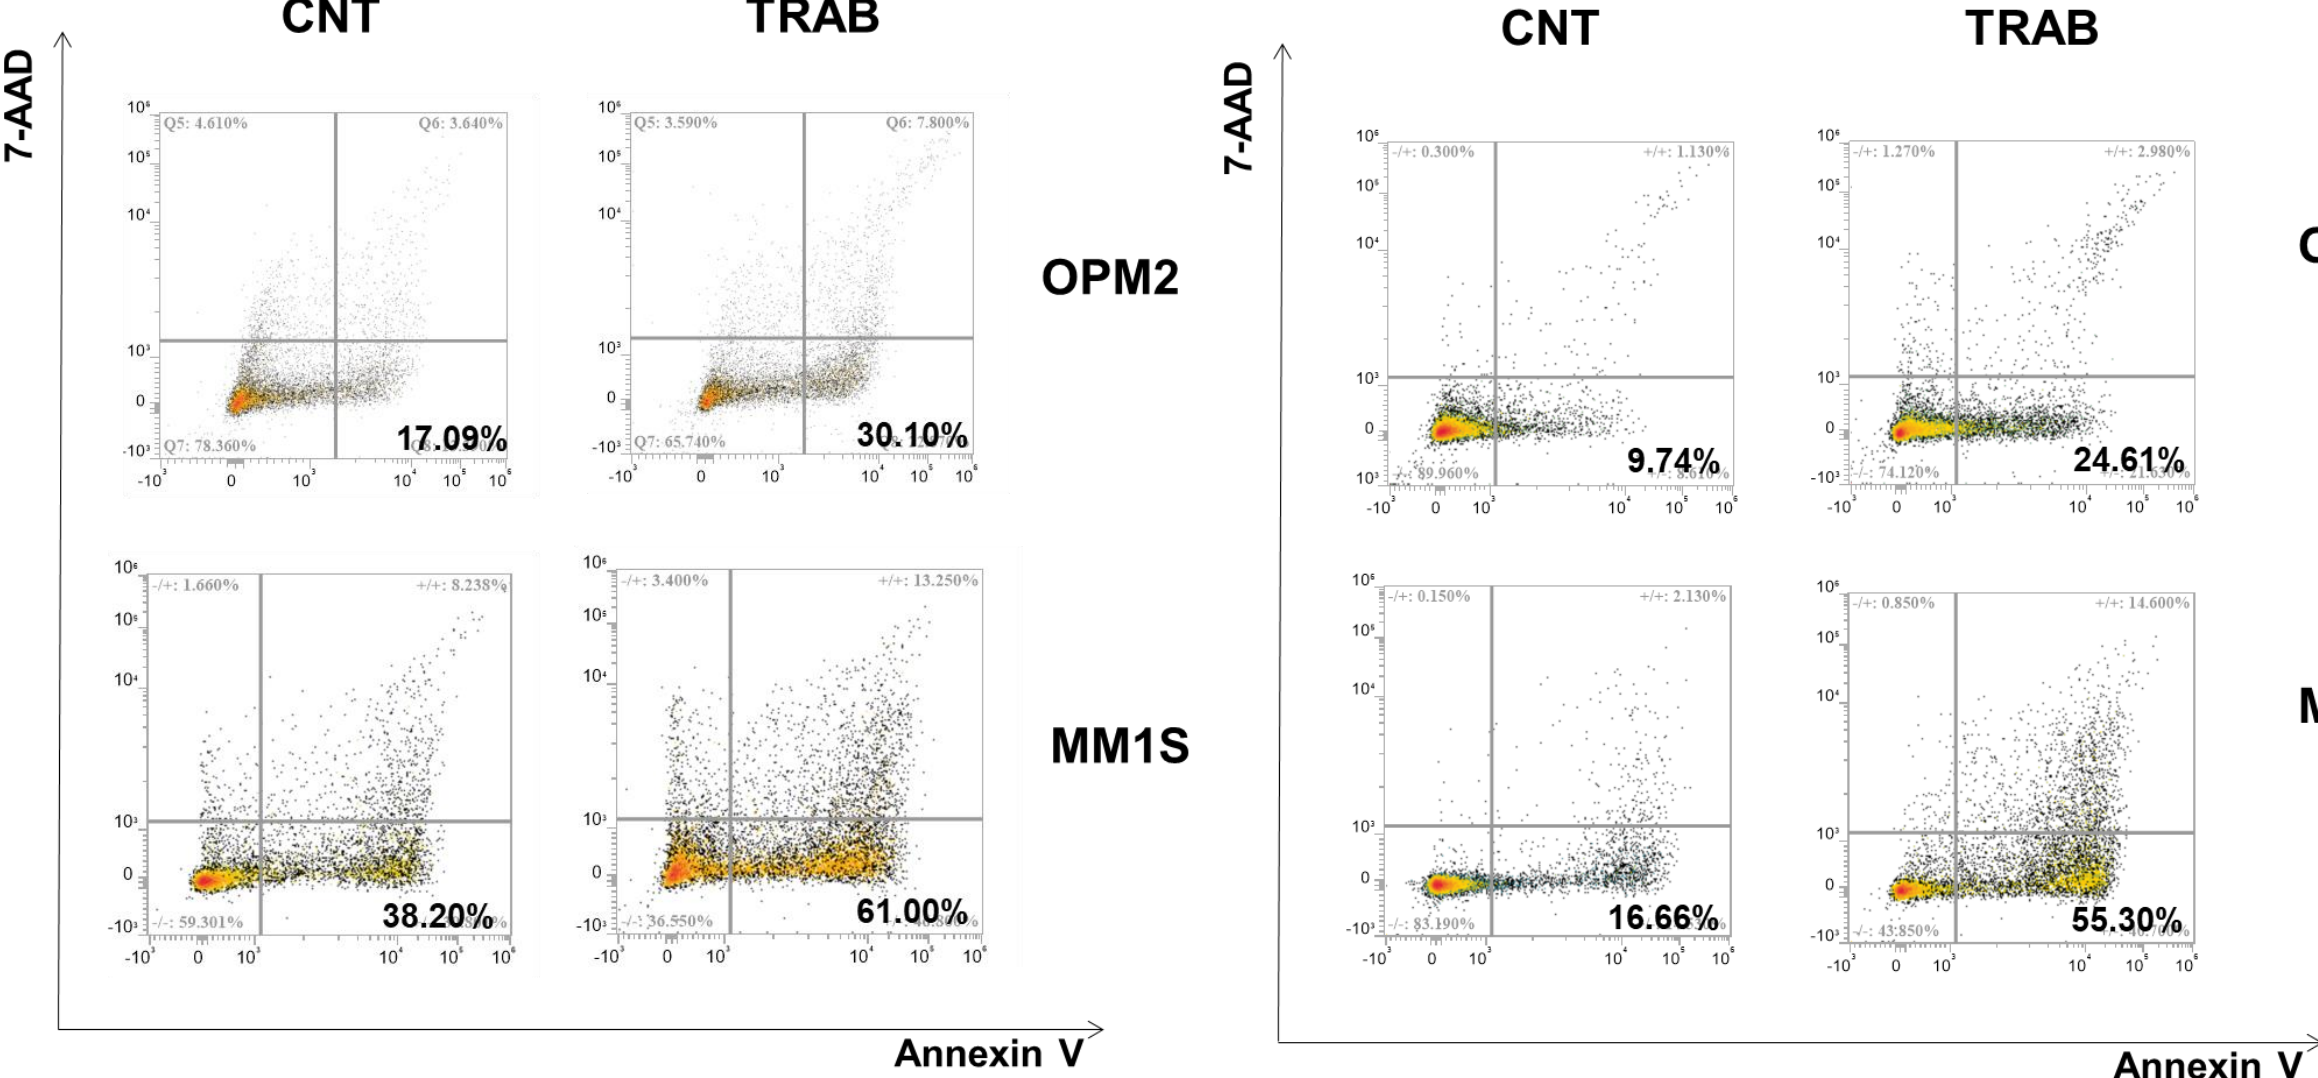

E

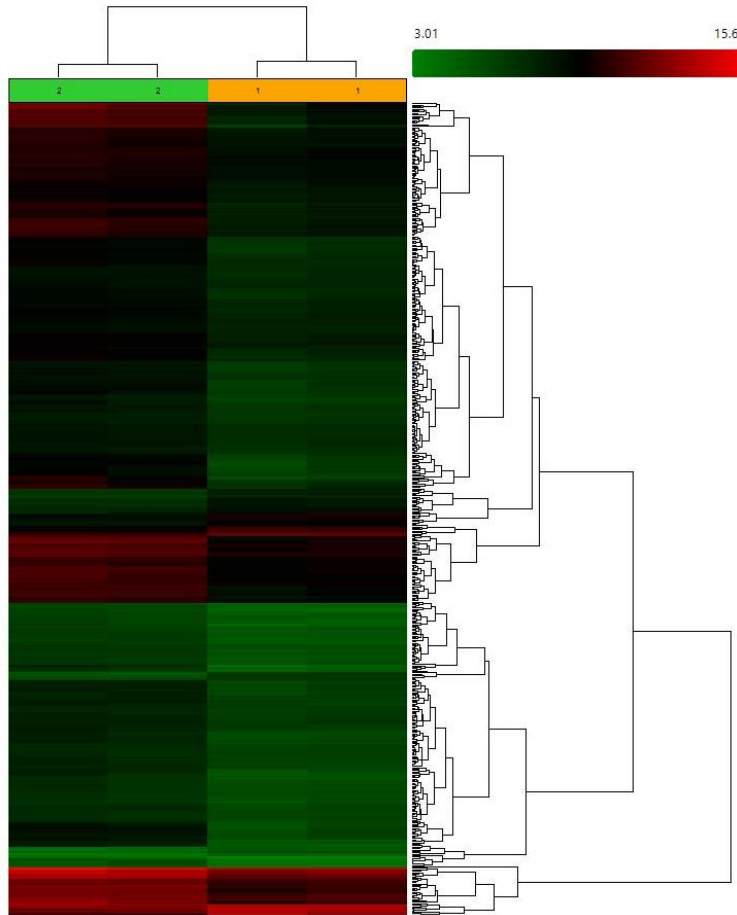

F

NAME	SIZE	ES	NES	NOM p-val	FDR q-val
DACOSTA_UV_RESPONSE_VIA_ERCC3_COMMON_DN	459	-0.75754225	-3.844.235	0.0	0.0
GABRIELY_MIR21_TARGETS	273	-0.67161334	-32.022.946	0.0	0.0
ZHENG_FOXP3_TARGETS_IN_THYMUS_UP	182	-0.6758235	-31.091.816	0.0	0.0
MARTINEZ_RESPONSE_TO_TRABECTEDIN	48	-0.859744	-30.599.437	0.0	0.0
IKEDA_MIR30_TARGETS_UP	112	-0.712233	-30.191.371	0.0	0.0
DACOSTA_UV_RESPONSE_VIA_ERCC3_XPCS_DN	83	-0.7537614	-30.155.766	0.0	0.0
DAZARD_RESPONSE_TO_UV_NHEK_DN	300	-0.6041593	-29.580.252	0.0	0.0
GENTILE_UV_LOW_DOSE_DN	64	-0.7594743	-29.258.807	0.0	0.0
DACOSTA_UV_RESPONSE_VIA_ERCC3_TTD_DN	78	-0.7146908	-29.214.928	0.0	0.0

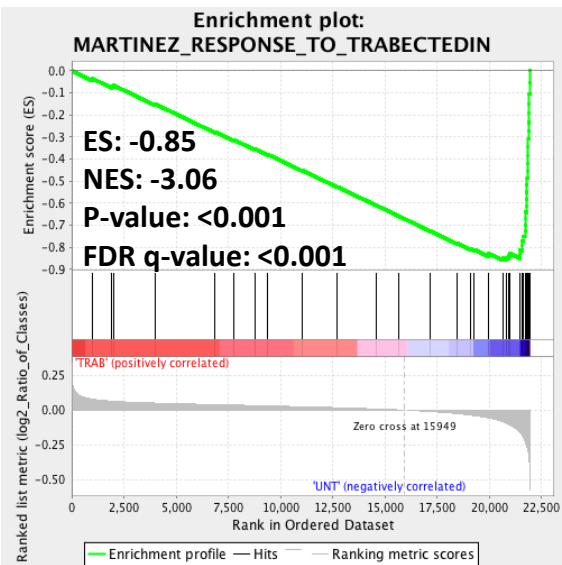

**Supplement:** Supplementary file 3 — Figure S2. A Dot plots reporting pro-apoptotic activity of trabectedin after 24 h treatment in primary myeloma cells from three different patients. On the right, histogram reporting the % of viable cells. B Western blot images of a panel of 12 MM cell lines representing proteins belonging to NER pathway, which not exhibited a pattern associated with response to trabectedin. C Expression of the genes belonging to the NER pathway obtained by interrogating 2 different publicly available datasets (GSE68379 and GSE6205) including several MM cell lines used in our in vitro experiments. Cell lines segregate, in an unsupervised hierarchical clustering, accordingly to their response to trabectedin. D Dot plots of apoptotic activity of trabectedin in OPM2 and MM1S in presence (right) or absence (left) of monocytes, treated with 1 nM and 0.1 nM of the trabectedin, respectively in 3D model. E Unsupervised hierarchical clustering demonstrating that both duplicates achieved comparable results. In green cluster: trabectedin treated U266; in yellow cluster: control U266. F Shows the first 9 results of the gene set enrichment analysis according to their ranking. Importantly, 5/9 gene-sets affected involves DNA damages. Additionally, GSEA correctly identified that the whole transcriptome modulation may be dependent upon trabectedin treatment. *: p < 0.05.

How the deposited data were processed for this re-analysis (not part of the article)

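Gene expression was measured in U266 cells on 4 Affymetrix Human Transcriptome Arrays, 2 from cells treated with PBS and 2 from cells treated with trabectedin for 24 h. The authors scanned the arrays and made the deposited log2 values in Affymetrix Expression Console by RMA, with background correction, quantile normalization and probe summary. The software version and annotation are not given in the sources used here, nor is the rescaling that brings log2 values above 16. The base of 2 and the direction were settled from the values, since the fold changes that they give for DDB2, PCNA and RPA2 equal those of the paper, while that for XPC is lower than the paper's. The number of arrays limits the precision.
Symbols came from the platform annotation, and gene lengths and biotypes from RefSeq on GRCh38.p14, in which 23777 of the transcript clusters with 1 symbol had a match. Clusters with several symbols or none were left out of the gene analysis. Of 22411 genes, 528 had several clusters, of which the one with the highest mean over the 4 arrays was kept, and 22407 genes had a length. A fold change is 2 to the power of the difference of the group means. Groups were compared by limma 3.58.1 in R 4.3.3, with lmFit and eBayes without a block, and tables were read by data.table 1.17.8. A gene was called at an adjusted p under 0.05 by Benjamini-Hochberg.
The comparisons, gene lists and alternatives were fixed before the data were examined, apart from those said to be chosen later. The 31 gene lists held 914 genes, of which 786 were measured. The repair lists were those of Table S1, the S phase and G2/M lists those of the Seurat package, the spindle and UV response down lists were written from memory after MSigDB, and the others are textbook lists. Lists were tested by camera with a preset correlation of 0.01, with camera with an estimated correlation and with fry. The running-sum statistic of GSEA was computed with 1000 permutations of genes. Named genes were the 10 highest and 10 lowest by fold change among genes past the test, or, as none passed, among genes of at least 1.5-fold whose groups did not overlap, then every gene that the paper names for these arrays or whose protein it measured, and the leading members of each list. Genes of this rule without a value are not analysed here.
The relation of log2 fold change to gene length was measured by Spearman's rho. Lists and genes were compared with 10000 random lists, or with the nearest 200 genes, matched on length and level, also without each array. The fit was tested on simulated data of 22411 genes with 200 changed, in which limma made 10 false calls and recovered 10 of 66 genes changed by 1 on the log2 scale, 56 of 67 changed by 2 and 62 of 67 changed by 3, whereas the methods' t-test with Benjamini-Hochberg adjustment recovered 0. The simulated noise was independent between arrays and drawn from limma's prior variance, so that these shares do not carry over to the real arrays. Alternatives left out each array in turn, set the replicate number as a block, kept genes above the median level, repeated quantile normalization, scaled to ribosomal protein genes, averaged transcript clusters, added a mean-variance trend, used the methods' t-test, and changed thresholds, set tests and ranking metrics.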

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

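Of the tests here, those of signal level and of the genes with the longest loci were chosen after the result was seen.
Longer genes had lower values with trabectedin, a relation that the paper does not report, with a Spearman's rho of -0.308 between log2 fold change and gene length across 22407 genes, which are not independent replicates. With the signal level partialled out this correlation was -0.317, and 14 genes with long mRNAs in short loci had a median log2 fold change of 0.075, above the -0.57 that is the 95th percentile of random lists from the genes with the longest loci, which argues against signal level and RNA degradation as the whole cause. Over all genes the size of rho between arrays of one group reached 0.161, against 0.157 in the smallest treated-minus-control pair, so that a difference between arrays stays open there. In the 941 expressed protein-coding genes with the longest loci, whose median log2 fold change was -0.88, the size of the difference between arrays of one group reached 0.21, against 0.77 or more between treated and control arrays. A candidate explanation is that lesions stop transcription along long genes, which was not tested, since no file measures lesions or elongation.
POLR2A was outside the genes that the paper discusses and had a log2 fold change of 2.75, which did not pass the test. HEXIM1, also outside them, had a log2 fold change of 2.24, with 1.45 without control replicate 1 and 3.03 without control replicate 2. CIART, another such gene, had a log2 fold change of 1.61.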

How the results depend on the processing

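The number of arrays and, for dim probes, the signal over background limit these results, and an array left alone in its group was assumed to vary like the other group. Of 31 gene lists 8 passed camera, none of these changed direction under any alternative, and 4 kept the call under every alternative but the estimated correlation and fry, under which 0 lists were called higher and 0 lower. Of the other 23 lists 18 changed direction and 9 passed under at least 1 alternative. Called lists lost the call as follows: p53 targets without control replicate 1, control replicate 2 or trabectedin replicate 2 and with the trend; plasma cell identity without control replicate 1 (adjusted p = 0.0636); ribosomal proteins without control replicate 1 (adjusted p = 0.0906) or trabectedin replicate 2 (adjusted p = 0.171); the stress response list without trabectedin replicate 1. By camera with an estimated correlation each of the 31 lists had the same adjusted p = 0.991, so that this value, also as the upper end of a range, tells no list from another. The estimated correlation was 0.58 for S phase and 0.45 for ribosomal proteins. The calls made with the preset value of 0.01 thus rest on that choice. The methods' t-test was not run for the list tests. Where values moved, the cause was not tested.
Without single arrays, genes called by limma ranged from 0 to 5 higher and 0 to 223 lower (5 and 223 without trabectedin replicate 2, 1 lower without trabectedin replicate 1), genes of at least 1.5-fold higher from 782 to 1275, lists called higher from 3 to 5 (5 without control replicate 1) and rho with gene length from -0.330 to -0.220 (-0.230 without control replicate 1). Lists that changed direction ranged, as limma's camera adjusted p, in A-NHEJ (0.0502 to 0.932), MHC class I presentation (0.246 to 0.933), MMR (0.0847 to 0.971), immediate early and short-lived mRNAs (0.00401 to 0.0667), oxidative stress response (0.246 to 0.799), replication-dependent histones (0.0255 to 0.725), BER (0.0812 to 0.973), FA (0.0812 to 0.774), G1/S regulators (0.0906 to 0.725), G2/M phase (0.000194 to 0.536), HR (0.0446 to 0.918), NER (0.0213 to 0.941), heat shock response (0.00588 to 0.245), interferon-stimulated genes (0.0261 to 0.158), stromal and endothelial markers (0.864 to 0.973), C-NHEJ (0.047 to 0.996) and myeloid cell markers (0.536 to 0.92). Log2 fold changes that changed sign ranged in ULBP3 (-0.054 to 0.33), RAET1L (-0.013 to 0.40), NECTIN2 (-0.037 to 0.33), CD68 (-0.041 to 1.14), MX1 (-0.11 to 1.78), SP3 (-0.053 to 0.092), DDB1 (-0.15 to 0.28), CCL2 (-0.24 to 0.082), VEGFA (-0.32 to 0.048), ERCC1 (-0.39 to 0.077), ULBP1 (-0.11 to 0.30) and IGF2BP2 (-0.049 to 0.22).
The replicate numbers are shared between groups, but no source used here says that they mark a shared experiment. Deviations from the group means correlated at 0.559 between arrays with the same number. With the replicate number as a block, limma called 499 genes higher and 893 lower, the same 8 lists passed, and the direction turned for apoptosis regulators (adjusted p = 0.996), heat shock response (adjusted p = 0.907) and interferon-stimulated genes (adjusted p = 0.209).
With genes above the median level, rho with gene length was -0.514, the r of trabectedin replicate 2 with its replicate exceeded that with control replicate 2 by 0.00201, and interferon-stimulated genes (adjusted p = 0.651) turned. With quantile normalization repeated, 367 genes were at least 1.5-fold higher, and the direction turned for heat shock response (adjusted p = 0.941), interferon-stimulated genes (adjusted p = 0.664), myeloid cell markers (adjusted p = 0.918) and stromal and endothelial markers (adjusted p = 0.829) and for ULBP1 (-0.00239), SP3 (-0.088), IGF2BP2 (-0.030), XRN2 (-0.021) and DDB1 (-0.039). Scaling to ribosomal protein genes lowers every log2 fold change by 0.23, so that genes between 0 and 0.23 turn by construction. When so scaled, limma called 2 genes higher and 287 lower, 135 and 1748 were at least 1.5-fold higher and lower (7.17% higher, against 37.7%), and the direction turned for heat shock response (adjusted p = 0.771), interferon-stimulated genes (adjusted p = 0.133) and oxidative stress response (adjusted p = 0.996) and for ULBP1 (-0.13), ULBP3 (-0.092), RAET1G (-0.066), RAET1L (-0.038), NECTIN2 (-0.084), SP3 (-0.21), IGF2BP2 (-0.14), FUBP3 (-0.048), XRN2 (-0.13), CRBN (-0.051), CUL4A (-0.022), DDB1 (-0.17) and IL10 (-0.039). With a mean-variance trend apoptosis regulators (adjusted p = 0.975) turned. By fry, A-NHEJ (adjusted p = 0.982), heat shock response (adjusted p = 0.982) and interferon-stimulated genes (adjusted p = 0.941) were up. This sign is against no change, whereas camera's direction is relative to other genes, so that the 2 are not the same measure. The methods' t-test called 1400 genes higher and 992 lower at its threshold, 154 and 567 of them at least 1.5-fold, and 0 and 0 after Benjamini-Hochberg adjustment. At an adjusted p under 0.1, limma called 29 higher and 330 lower, and 41 and 454 genes were at least 2-fold. As alternatives chosen after seeing the data, protein-coding genes above the median level gave a rho of -0.553, and over all transcript clusters the difference in r turned to -0.000414.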

Differences from the paper's values

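The enrichment score of the UV response down list was -0.64, and the paper's is about -0.57 in Fig. 3a, read by eye. A score was taken to differ when its distance from the paper's exceeded the SD over the treated-minus-control array pairs, here 0.068. The score of -0.64 exceeded this only narrowly. By the same rule the normalized score, -2.39 against about -2.5 in the figure, did not differ. The lists were written from memory and are not the paper's own. Of the alternatives set before the data were examined, the enrichment score lay within 0.068 of the paper's value without control replicate 2, without trabectedin replicate 1, with ranking by the moderated statistic and with ranking by the log2 of the ratio of mean log2 values, at -0.58. The methods name the log2 ratio of classes as the ranking metric, which on log2 values is this last ranking, and do not give the scale of the values that were ranked. The score lay outside that distance without control replicate 1, without trabectedin replicate 2, with the replicate block, with genes above the median level, with quantile normalization repeated, when scaled to ribosomal protein genes or with the mean of all transcript clusters. The score of the spindle list, -0.58, did not differ from the paper's.
The paper states that DDB2, XPC, PCNA and RPA2 rose significantly. Their folds here were 1.57, 1.25, 1.70 and 1.45, all higher, and none passed by limma. The paper's fold for XPC is 1.34, against 1.25 here from the same arrays, and the cause of this difference was not tested, while the other folds equal the paper's. DDB2 and PCNA passed with the replicate block (adjusted p = 0.035 and 0.0321), and DDB2, PCNA and RPA2 had an unadjusted limma p under 0.05. No other setting called them, and none called XPC. The paper does not say which test it applied to single genes on the arrays. It reports the rise of DDB2 also by Western blot.
The paper states that MICA and MICB rose significantly among the NK ligands. Their folds here were 1.83 and 1.43, and neither passed by limma (adjusted p = 0.166 and 0.522). MICA had an unadjusted limma p under 0.05, and no other setting called either gene. The paper reports a rise of MICA/B also as protein, by flow cytometry in several cell lines.
The paper states that E2F1 was the only positive regulator of MICA/B that rose significantly and that IRF4 and IKZF1 fell among negative ones. Their log2 fold changes here were 0.44 for E2F1, -0.84 for IKZF1 and -0.80 for IRF4, and none passed by limma. IKZF1 passed with the replicate block (adjusted p = 0.0295), at an adjusted p under 0.1, by the methods' t-test at its threshold and at an unadjusted limma p under 0.05, and IRF4 passed with the replicate block (adjusted p = 0.0391). No setting called E2F1. The paper reports the changes of E2F1, IRF4 and IKZF1 also as protein in U266 and OPM2, at a later time than the arrays.
The paper states that transcription of CRBN, CUL4 and DDB2 increased. CRBN, CUL4A and CUL4B had log2 fold changes of 0.18, 0.21 and 0.30 and were called by no setting.
From ClueGO and CluePEDIA clusters, the paper states that pathways of apoptosis, cell cycle, DNA damage and cellular stress were the most significantly modulated. Of the lists for these, S phase, p53 targets and the unfolded protein and integrated stress response passed camera, each with adjusted p = 0.991 with an estimated correlation, as every list had. The p53 call was lost without control replicate 1, control replicate 2 or trabectedin replicate 2 and with a mean-variance trend, and that of the unfolded protein and integrated stress response without trabectedin replicate 1. The apoptosis (adjusted p = 0.926), DNA damage signaling (adjusted p = 0.24), G2/M, G1/S, oxidative stress and heat shock lists did not pass. DNA damage signaling passed without control replicate 1, without trabectedin replicate 2, with quantile normalization repeated and when scaled to ribosomal protein genes, G2/M passed without control replicate 1 and without trabectedin replicate 2, and heat shock passed without control replicate 1.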

Other observations

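Of the tests below, those of length and level without single arrays were chosen after the result was seen. REV3L was named after its value was seen.
Plasma cell identity genes fell relative to other genes (19 measured, median -0.11, mean -0.20, camera adjusted p = 0.0051), with adjusted p = 0.991 with an estimated correlation, and the call was lost without control replicate 1 (adjusted p = 0.0636, range 0.000322 to 0.991). By at least 1.5-fold 4 were lower and none was higher, and IKZF1 passed adjusted over the list alone. The cell cycle inhibitor gene CDKN1A had a log2 fold change of 0.49 (standard error 0.24, limma adjusted p = 0.452), the cyclin gene CCND1 of -0.43 (standard error 0.19, adjusted p = 0.402), the kinase gene CDK6 of -1.09 (standard error 0.33, adjusted p = 0.26) and the survival gene MCL1 of -0.10 (standard error 0.11, adjusted p = 0.691), and none passed. With the replicate number as a block, CDK6 passed by limma (adjusted p = 0.0328), and CDKN1A, CCND1 and MCL1 did not. The paper reports less cyclin D1 and CDK6 protein in treated U266 cells. CDKN1A was at 0.20 without control replicate 1, 0.77 without control replicate 2 and 0.32 without trabectedin replicate 2. CCND1 was at -0.25 without control replicate 1 and -0.27 without trabectedin replicate 2, CDK6 at -0.64 without trabectedin replicate 1 and MCL1 at -0.07 without trabectedin replicate 2.
Among the other repair lists of Table S1, none passed camera. BER (17 genes, median 0.22, adjusted p = 0.647) held the glycosylase MBD4 at 0.83, with 0.54 without trabectedin replicate 1. FA (13 genes, median 0.25, adjusted p = 0.667) held FANCC at -0.92 and the polymerase subunit REV3L at -0.64, both lower adjusted over the list alone, beside RMI1 at 1.01. HR (22 genes, median 0.11, adjusted p = 0.667), A-NHEJ (8 genes, median 0.04, mean -0.00129, direction down, adjusted p = 0.547) and C-NHEJ (14 genes, median -0.00422, adjusted p = 0.506) followed, with XRCC4 in the last at -1.48 and lower adjusted over the list alone. MMR (8 genes, median -0.05, mean 0.04, direction down, adjusted p = 0.557) held MSH3, lower adjusted over the list alone (adjusted p = 0.0095 over the list).
Ribosomal protein genes rose relative to other genes (45 genes, median 0.21, adjusted p = 0.00281), with adjusted p = 0.991 with an estimated correlation, with RPL37 at 0.48. The call was lost without control replicate 1 (adjusted p = 0.0906) and without trabectedin replicate 2 (adjusted p = 0.171), within a range of 0.000214 to 0.991, and scaling to them sets them to no change by construction. No call was made for MHC class I presentation (14 genes, median 0.14, adjusted p = 0.667, HLA-E at 0.45 and at 0.26 without control replicate 1), the cytokines of the co-culture panel (12 genes, median 0.14, adjusted p = 0.506, IL23A at 0.46 and IL6 at 0.38) or replication-dependent histones (23 genes, median 0.03, direction down, adjusted p = 0.506). Markers of other cell types were not called either, namely myeloid (10 genes, median 0.11, adjusted p = 0.868), T and NK cell (10 genes, median 0.18, adjusted p = 0.667) and stromal and endothelial markers (9 genes, median 0.07, adjusted p = 0.926).
Interferon-stimulated genes (19 genes, median 0.18, mean 0.23, direction down, adjusted p = 0.967) and immediate early genes (20 genes, median 0.26, adjusted p = 0.967) differed more between arrays of one group than between treatments. Control replicate 2 minus replicate 1 gave medians of 1.38 and 0.88, and trabectedin replicate 2 minus replicate 1 gave 0.68 and 0.99.
The spindle and UV response down lists had lower means with trabectedin, from part of their members, and IKZF1, BCL2, CDK6 and IRF4 had lower values. The mean of the UV list was -0.22 against -0.25 in random lists matched on gene length and level, and that of the spindle list was -0.19 against -0.22, within the central 95% of the random lists. Without control replicate 1 and without trabectedin replicate 2 the spindle list (-0.12 and -0.15) lay above that range, that is, it fell less than its matched lists (-0.19 and -0.23). With all arrays and without single arrays, neither list lay below the range of its matched lists. Length and level may thus account for the lower mean of both lists. IKZF1 stood at percentile 7, BCL2 at 31.5 and CDK6 at 16 among the 200 genes nearest in length and level, within their central range. IRF4 stood at percentile 0 among its neighbours (median 0.12). Without single arrays the median of its neighbours lay between 0.09 and 0.14, so that genes of this length and level were not lower as a group. Without control replicate 1 IRF4 was at -0.33, at percentile 5 and within their central range, so that its place outside their spread depended on that array. Whether the treatment acts on these genes by another route was not tested.
S phase genes had higher values with trabectedin. Their mean of 0.57 lay above 0.19, the upper bound of the central 95% of random lists matched on gene length and level, which argues against these as the cause. Their median difference for replicate 2 minus replicate 1 was -0.47 in control and -0.48 with trabectedin. Treated minus control gave 0.66 and 0.55 within replicate numbers 1 and 2, and 0.99 and 0.21 across them. If the replicate numbers mark shared experiments, the difference between replicates is common to both groups and cancels in the comparison. No source used here states this. Without it, a difference in growth state between cultures and an effect of the treatment cannot be told apart with 2 arrays per group.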
